# The small-molecule BMH-21 directly inhibits transcription elongation and DNA occupancy of RNA polymerase I *in vivo* and *in vitro*

**DOI:** 10.1016/j.jbc.2021.101450

**Published:** 2021-11-25

**Authors:** Ruth Q. Jacobs, Abigail K. Huffines, Marikki Laiho, David A. Schneider

**Keywords:** cancer therapeutics, RNA polymerase I, transcription, rRNA, NET-seq, CF, core factor, ETS1, external transcribed spacer 1, ITS, internal transcribed spacer, K-S test, Kolmogorov–Smirnov test, mRNA, messenger RNA, NET-seq, native elongating transcript sequencing, Pol I, RNA polymerase I, rDNA, ribosomal DNA, rRNA, ribosomal RNA, TBP, TATA-binding protein

## Abstract

Cancer cells are dependent upon an abundance of ribosomes to maintain rapid cell growth and proliferation. The rate-limiting step of ribosome biogenesis is ribosomal RNA (rRNA) synthesis by RNA polymerase I (Pol I). Therefore, a goal of the cancer therapeutic field is to develop and characterize Pol I inhibitors. Here, we elucidate the mechanism of Pol I inhibition by a first-in-class small-molecule BMH-21. To characterize the effects of BMH-21 on Pol I transcription, we leveraged high-resolution *in vitro* transcription assays and *in vivo* native elongating transcript sequencing (NET-seq). We find that Pol I transcription initiation, promoter escape, and elongation are all inhibited by BMH-21 *in vitro*. In particular, the transcription elongation phase is highly sensitive to BMH-21 treatment, as it causes a decrease in transcription elongation rate and an increase in paused Pols on the ribosomal DNA (rDNA) template. *In vivo* NET-seq experiments complement these findings by revealing a reduction in Pol I occupancy on the template and an increase in sequence-specific pausing upstream of G-rich rDNA sequences after BMH-21 treatment. Collectively, these data reveal the mechanism of action of BMH-21, which is a critical step forward in the development of this compound and its derivatives for clinical use.

RNA polymerase I (Pol I) activity accounts for 60% of the transcriptional activity of a growing eukaryotic cell (1). Pol I is responsible for synthesizing the majority of the ribosomal RNA (rRNA) that assembles with ribosomal proteins to form the eukaryotic ribosome. Since Pol I transcription of the ribosomal DNA (rDNA) is the first, rate-limiting step of ribosome biogenesis (2, 3, 4), Pol I activity is directly proportional to the rates of cell growth and proliferation (5). In *Saccharomyces cerevisiae* (yeast) cells, Pol I transcribes the rDNA that is organized in approximately 200 tandem repeats on chromosome XII. Each 9.1 kb repeat contains the 35S gene, transcribed by Pol I, and the 5S gene, transcribed by Pol III. Transcription of the 35S gene by Pol I yields the precursor 35S rRNA that is co- and post-transcriptionally modified (6) to generate mature 18S, 5.8S, and 25S rRNAs. The rRNA synthesized by Pols I and III is processed and complexed with ribosomal proteins in the nucleolus. Finally, ribosomes are exported to the cytoplasm to execute protein synthesis.

In most cancers, Pol I transcription is upregulated and drives ribosome biogenesis and subsequent protein synthesis (7, 8, 9). High levels of protein synthesis are required to maintain robust cancer cell growth and proliferation (9, 10, 11). While ribosome biogenesis has been targeted to reduce cancer growth, most therapeutics fail to directly influence Pol I transcription (12, 13, 14). It is critical to discover direct inhibitors of Pol I transcription to minimize DNA damage (15) and to reduce interference with messenger RNA (mRNA) synthesis and translation (16). Therefore, Pol I transcription is an excellent target for selective inhibition of cancer cell growth (8, 17, 18, 19). Several Pol I transcription inhibitors have been investigated as anticancer therapeutics (20), including ML-246 (21) and CX-5461 (22, 23). CX-5461 was the first Pol I inhibitor to complete Phase I clinical trials. It is thought to inhibit Pol I transcription by competing with the preinitiation complex protein, SL1, for the rDNA promoter (22, 24). CX-5461 treatment resulted in a decrease of rDNA transcription in patients (25) and a reduction in cancer cell proliferation and tumor volume in mammalian cancer cell lines (26). In light of the progress of Pol I transcription-targeting anticancer therapeutics, there is a demand to discover and characterize highly specific Pol I-inhibiting therapeutic compounds.

A high-throughput cell-based screen revealed a novel p53-activating compound, BMH-21 (27), whose derivatives are currently in preclinical development. BMH-21 intercalates into GC-rich regions of the rDNA (28) to inhibit Pol I transcription without inducing DNA damage (29). BMH-21 treatment destabilizes the largest subunit of Pol I, A190 in yeast and RPA194 in mammals, triggering its degradation (29, 30, 31). Early studies found that BMH-21 displayed antiproliferative effects in tumor cell lines, *ex vivo* prostate tissue culture, and mouse models (27). The mechanism of BMH-21 inhibition of rRNA synthesis is not fully understood. It was previously demonstrated that BMH-21 inhibits Pol I transcription elongation (31) and reduces Pol I occupancy on the rDNA *in vivo* (30). The effects of BMH-21 on Pol I transcription and the degradation of A190/RPA194 are conserved between yeast and humans, making the yeast system an exceptional tool for defining BMH-21’s mechanism of action. Our aim was to provide a comprehensive analysis of BMH-21’s influence on Pol I catalyzed transcription.

In this study, we leveraged high-resolution *in vitro* and *in vivo* techniques to elucidate BMH-21’s mechanism of inhibition of Pol I using the yeast model system. We discovered that Pol I transcription initiation, promoter escape, elongation, and occupancy of the rDNA were inhibited by BMH-21. BMH-21 reduced Pol I’s processivity *in vitro*, evidenced by reduced full-length RNA product synthesis. Additionally, we found that Pol I transcription elongation is the most sensitive step to BMH-21 treatment. Our *in vitro* conclusions were complemented *in vivo* with native elongating transcript sequencing (NET-seq). Pol I occupancy of the rDNA was reduced after acute BMH-21 treatment and Pol I elongation complexes preferentially paused upstream of G-rich sequences. This study reveals the mechanism of action for this small-molecule inhibitor that is supported both *in vitro* and *in vivo*.

## Results

### Promoter-dependent *in vitro* transcription experiments probe the sensitivity of PoI I transcription steps to BMH-21 treatment

To identify the impact of BMH-21 treatment on transcription catalyzed by Pol I, we utilized a fully reconstituted transcription assay (32) that includes all the required purified components for Pol I transcription: Pol I, core factor (CF), TATA-binding protein (TBP), and Rrn3 (Fig. 1). The template DNA includes a modified yeast rDNA template, mutated to not encode for C until the +56 position (with respect to the transcription start site). Once all the purified protein components are assembled, the DNA template and NTP substrates (ATP, GTP, α-^32^P-UTP) are added to allow the polymerase to initiate transcription and transcribe to the +55 position. Heparin is added to sequester unbound Pols to ensure we observe a single round of transcription. Finally, CTP and unlabeled UTP are added, releasing the polymerases from the +55 position to transcribe the remainder of the 800 base pair template. Reactions are run on polyacrylamide gels to resolve resultant RNA products for further analysis.

**Figure 1:**
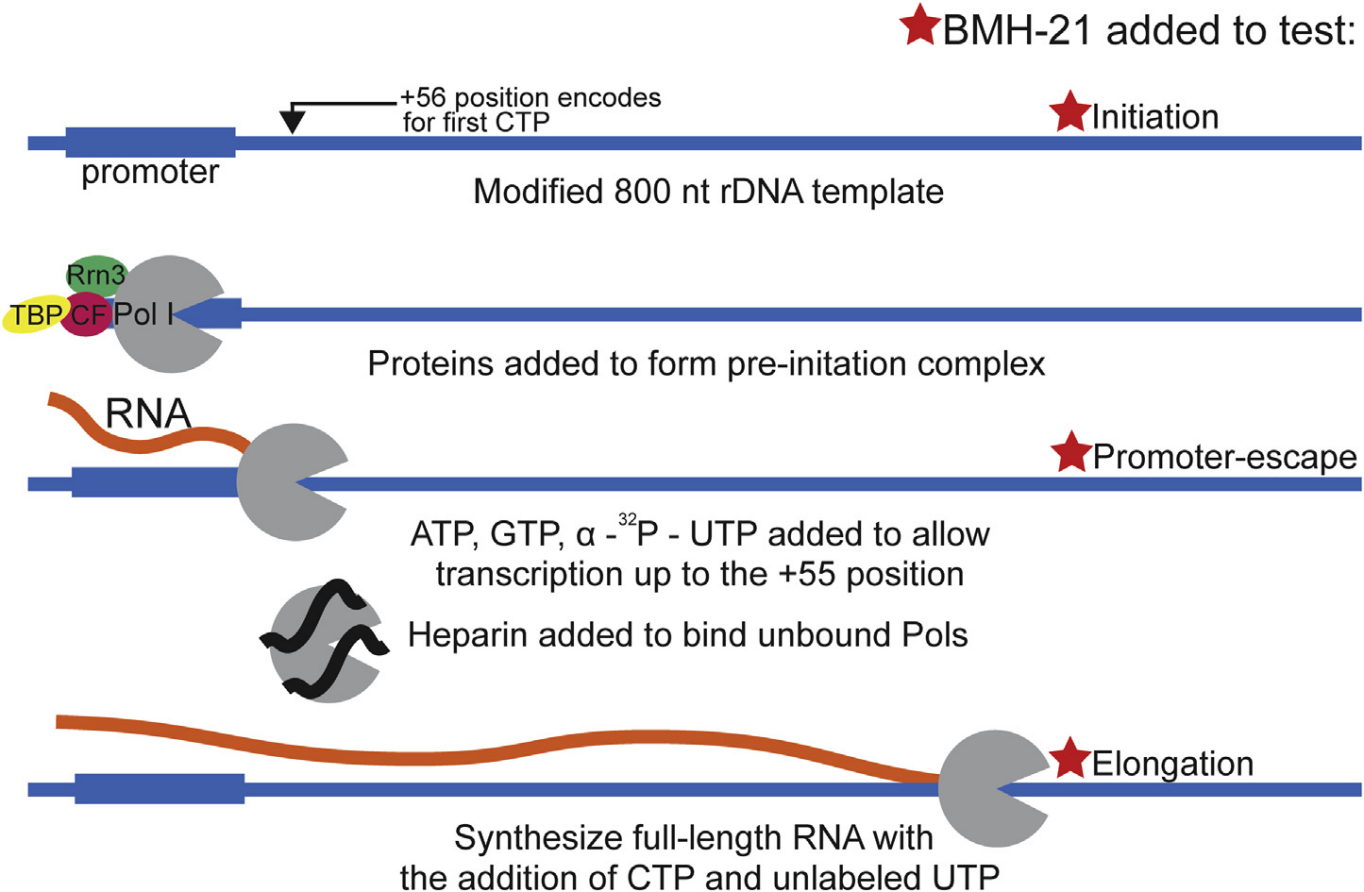
**Promoter-dependent *in vitro* transcription assay.** A modified rDNA template, which does not encode for CTP until the +56 position, is incubated with proteins required for Pol I transcription. NTPs, limiting for CTP, are provided to allow transcription up to the +55 position for 5 min. Heparin is added to prevent multiple rounds of transcription. Finally, CTP and unlabeled UTP are added to release Pols from the +55 position, allowing them to transcribe the remainder of the 800 nt template. BMH-21 is added to different steps illustrated in the schematic (*red stars*) to test effects on transcription initiation, promoter escape, and elongation. Pol I, RNA polymerase I.

To determine the impact of BMH-21 on different steps in Pol I transcription, we added BMH-21 at different points in the reaction scheme. By varying the order of addition, these assays probe for the influence of BMH-21 on Pol I transcription initiation, promoter escape, and elongation (red stars in Fig. 1).

### Transcription initiation by Pol I is reduced in the presence of BMH-21

Transcription initiation involves many steps: first, transcription factors bind to the promoter region. Then, Pol I is recruited to form a preinitiation complex. DNA is unwound and initial RNA synthesis begins. The final stage of transcription initiation, promoter escape, occurs when Pol I clears the promoter region and advances on the template. To assay the impact of BMH-21 on transcription initiation, we added BMH-21 (125 nM–4 μM) or vehicle to the template prior to adding Pol I, TBP, CF, and Rrn3. ATP, GTP, and α-^32^P-UTP (20 μM) were provided for 5 min to allow Pol I to transcribe up to the +55 position. CTP and unlabeled UTP (20 μM) were added to the synchronized polymerases, releasing them from the +55 halt point. Each reaction proceeded for 10 min, allowing all complexes to synthesize full-length RNA products. Reactions were run on polyacrylamide gels and the abundance of full-length RNAs was analyzed (Fig. 2*A*). The amount of RNA synthesized by Pol I was reduced by increasing concentrations of BMH-21. Data were fit to a single exponential to calculate an IC_50_ value of 0.81 μM BMH-21 (Fig. 2*B*).

**Figure 2:**
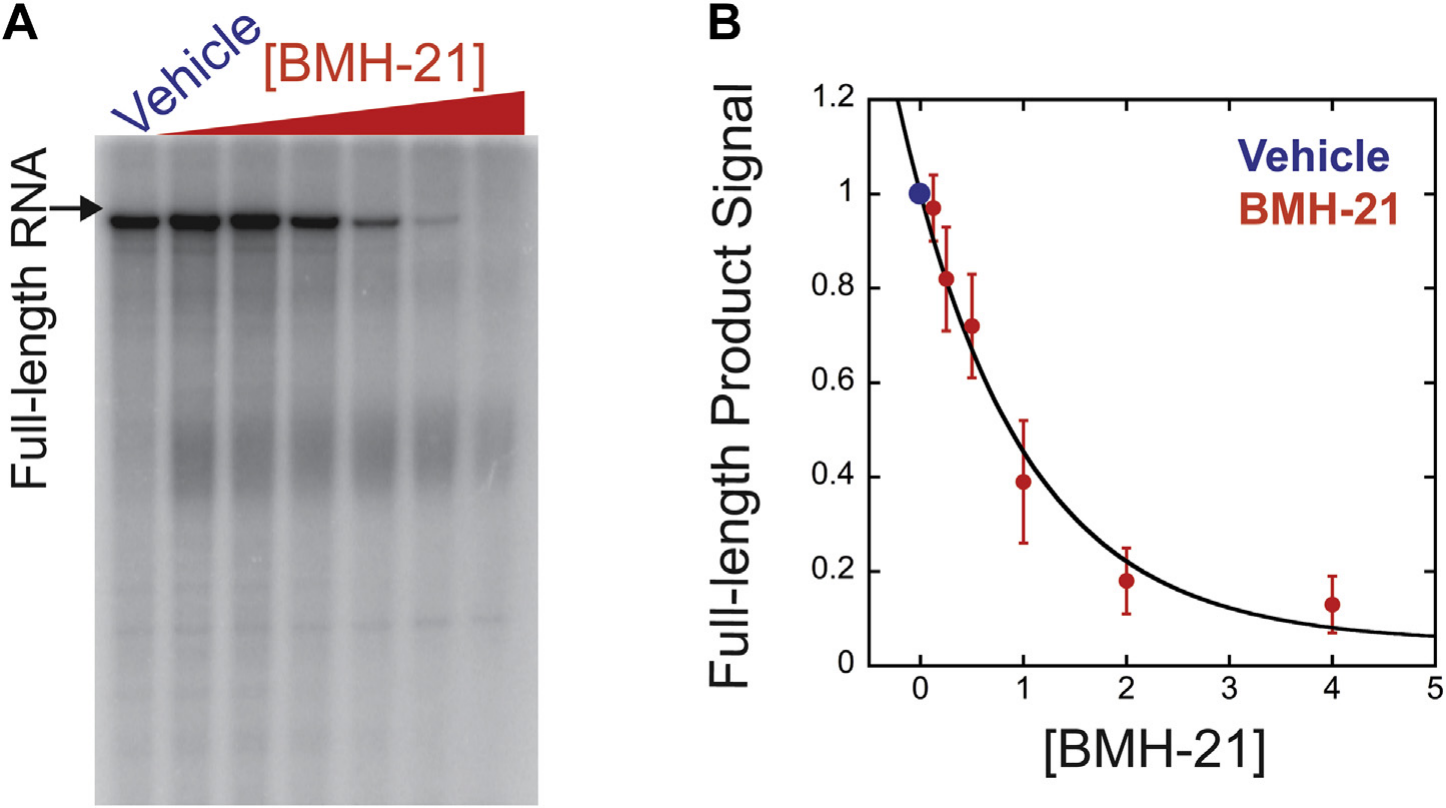
**BMH-21 inhibits early Pol I transcription initiation.***A*, vehicle or BMH-21 (125 nM–4 μM) was added to the rDNA template prior to preinitiation complex formation. Reactions proceeded for 10 min after CTP and unlabeled UTP were added. Full-length RNAs were resolved on polyacrylamide gels. *B*, plot of full-length RNA product signal over [BMH-21] treatment. Data were fit to a single exponential equation. Experiments were executed in triplicate and the mean is plotted with error bars corresponding to the standard deviation about the mean.

To control for the possibility that reduced full-length RNA products in the presence of BMH-21 (Fig. 2*A*) resulted from an inhibition of elongation rather than initiation, we treated Pol I transcription reactions during the elongation phase with vehicle or BMH-21 (1 μM) over a time course. Preinitiation complexes were incubated with ATP, GTP, and α-^32^P-UTP (20 μM) for 5 min. Simultaneously, BMH-21 (1 μM) or vehicle was added to the reactions with CTP and unlabeled UTP (20 μM). Reactions were stopped after 1, 4, and 10 min and run on polyacrylamide gels (Fig. S1). The time courses reveal that BMH-21 caused a delay in accumulation of full-length products, evident at the 4-min time points. However, the amplitude of the full-length products at the 10-min time points was identical between the vehicle- and BMH-21-treated samples (Fig. S1). Therefore, 10-min time points, as shown in Figure 2*A*, are not sensitive to transcription elongation rate effects. The simplest explanation for these data is that the reduction of full-length products in the presence of BMH-21, shown in Figure 2*A*, is due to inhibition of transcription initiation.

### BMH-21 disrupts Pol I clearing of the rDNA promoter

We found a reduced amount of full-length RNA products when BMH-21 was added to the rDNA template, suggesting that BMH-21 inhibits transcription initiation. To determine if promoter escape was specifically inhibited by BMH-21, we formed the preinitiation complexes and added BMH-21 (300 nM) simultaneously with ATP, GTP, and α-^32^P-UTP (20 μM). Pol I complexes were allowed to synthesize through the promoter region up to the +55 position for 5 min. At t = 0, CTP and unlabeled UTP were added to the reactions and were stopped over time (30 s–4 min). The full-length RNAs were resolved on polyacrylamide gels (Fig. 3*A*).

**Figure 3:**
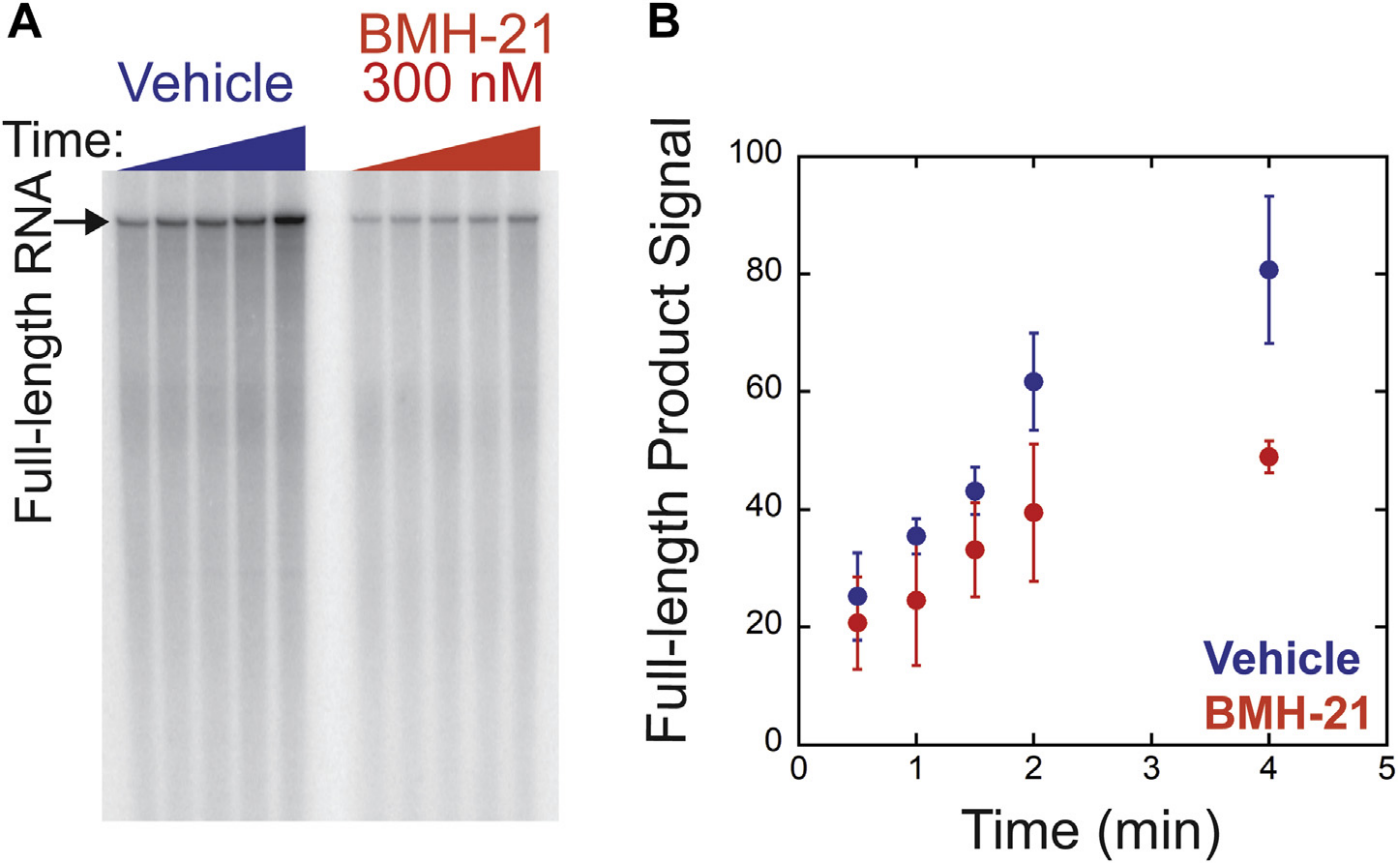
**BMH-21 reduces promoter-escape efficiency.***A*, Pol I transcription reactions were treated with vehicle or BMH-21 (300 nM) during the addition of ATP, GTP, and α-^32^P-CTP. Reactions were stopped at 0.5, 1, 1.5, 2, and 4 min after CTP and unlabeled UTP addition. Polyacrylamide gels resolved full-length RNAs. *B*, plot of full-length RNA product signal over time for vehicle and BMH-21 conditions. Experiments were executed in triplicate and the mean is plotted with error bars corresponding to the standard deviation about the mean. Pol I, RNA polymerase I.

If BMH-21 interfered with Pol I’s ability to clear the promoter and move down the template, we would detect a reduction in full-length RNAs. We found that Pol I synthesized less full-length products in the presence of BMH-21 compared with the vehicle control. We observed a suppression of full-length products over the time course in the presence of BMH-21, maximally causing a 49% reduction at 4 min (Fig. 3*B*). We conclude that multiple steps in transcription initiation are vulnerable to BMH-21.

### BMH-21 treatment robustly inhibits Pol I transcription elongation

Previously, we found that BMH-21 slows transcription elongation based on the observation that full-length RNA accumulation was slower in the presence of the compound (31). While strongly suggestive of direct inhibition of Pol I transcription elongation, this approach does not provide quantitative evaluation of transcription elongation kinetics. Here, we deploy a more quantitative assay (33) to directly measure Pol I transcription elongation rate in the presence of increasing concentrations of BMH-21.

Preinitiation complexes were formed and incubated with ATP, GTP, and α-^32^P-UTP (1 mM) for 5 min. At t = 0, CTP and unlabeled UTP (1 mM) were added simultaneously with BMH-21 or vehicle to release synchronized Pols from the +55 position. For each treatment condition (vehicle or 125 nM–4 μM BMH-21), four time points were collected. Reactions were resolved on polyacrylamide gels alongside a reference nucleic acid ladder to calculate the RNA length (nt) of the leading population of synthesized RNAs at each time point (Fig. 4*A*). Transcription elongation rate was measured by plotting the RNA length as a function of time and calculating the slope of the resultant line (Fig. S2). Transcription elongation rate was reduced by BMH-21 in a concentration-dependent manner with an IC_50_ of 0.43 ± 0.06 μM BMH-21 (Fig. 4*B*). Additionally, we visualized increased Pol I pausing in the BMH-21-treated reactions, evidenced by shorter RNA bands observed throughout the time courses, but this pausing was absent in the vehicle-treated reactions (Fig. 4*A*). Interestingly, the locations of the pause sites were conserved across the BMH-21 treated reactions. These data suggest that BMH-21 causes sequence-specific pausing of Pol I *in vitro*. Taken together, these data show that BMH-21 inhibits transcription initiation, promoter escape, and elongation (Figure 2, Figure 3, Figure 4).

**Figure 4:**
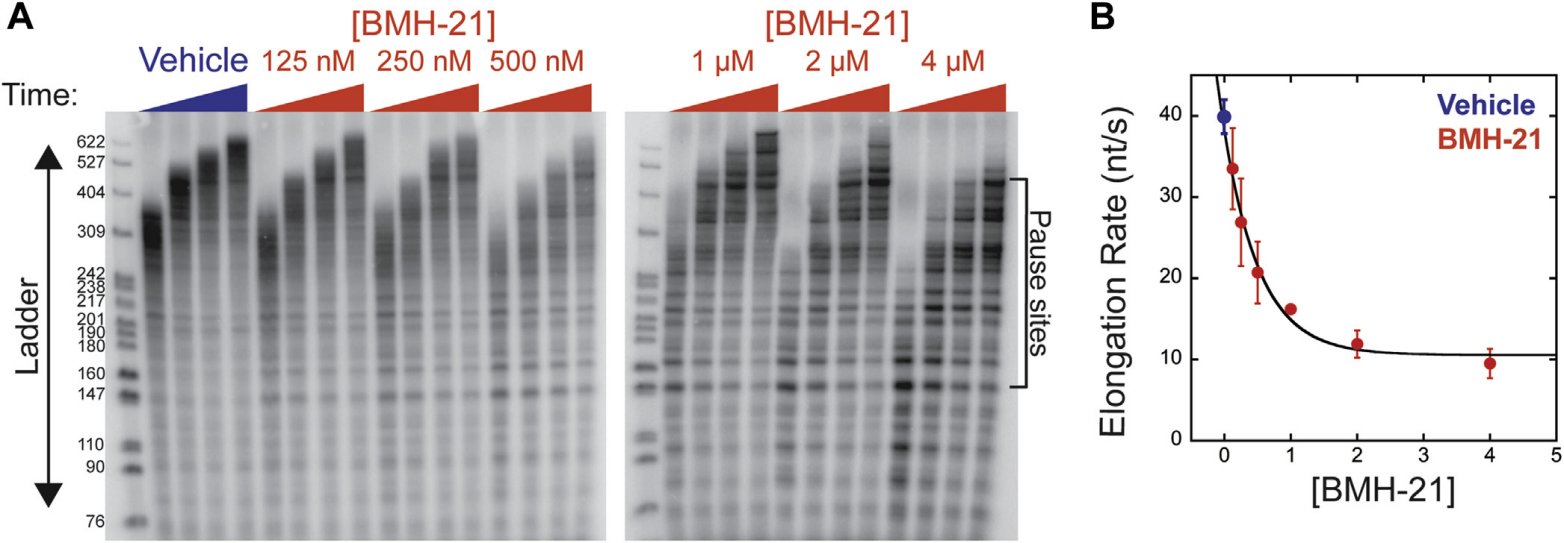
**BMH-21 decreases Pol I elongation rate and increases pausing.***A*, Pol I transcription reactions were treated with vehicle or BMH-21 (125 nM–4 μM) when CTP and unlabeled UTP were added. Reactions treated with vehicle or 125 to 500 nM BMH-21 were stopped at 4, 6, 8, and 10 s. Reactions treated with 1 to 4 μM BMH-21 were stopped at 5, 10, 15, and 20 s. Reactions were run on polyacrylamide gels alongside a nucleic acid ladder. *B*, elongation rate (nt/s) was plotted over [BMH-21] treatment. Data were fit to a single exponential equation. Experiments were executed in triplicate and the mean is plotted with error bars corresponding to the standard deviation about the mean. Pol I, RNA polymerase I.

### Vehicle and BMH-21-treated NET-seq libraries are highly reproducible

NET-seq probes for polymerase occupancy, which we define here as the positioning of Pol I on the rDNA template, at single-nucleotide resolution *in vivo.* This technique was first developed to study Pol II (34), but we recently adapted and optimized it to detect Pol I occupancy with high reproducibility (35, 36, 37). NET-seq for both vehicle- and BMH-21-treated yeast was performed in biological triplicate. 

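Cultures at an OD600 of 0.3 received 50 μM BMH-21 or vehicle buffer, and 3 libraries were made per treatment at each of 2 treatment times. The cultures of the 2-min experiment went back to the incubator for 1 min before harvest and those of the 16-min experiment for 15 min. HA-tagged Pol I was pulled down with its nascent RNA, a linker was ligated to the RNA 3′ ends, and the read ends were mapped, so that each read end marks the last nucleotide of a transcript. The authors aligned the reads to assembly R64-1-1 and deposited RPM values, the read ends at each position scaled to the read ends of that library on the 35S gene. The 35S gene lies on chromosome XII, on the minus strand, from 460712 to 467569. Its spacers are ETS1 (XII 466870 to 467569), ITS1 (464709 to 465069), ITS2 (464319 to 464550) and ETS2 (460712 to 460922), which hold 1504 positions together. Because each library is scaled to its own total, the values give shares of the 35S signal and not the amount of RNA per cell. Dividing by the smallest value of a library gave whole reads at 99.9% to 100% of its positions. By those reads, the depth over the 35S gene lay between 1054374 (BMH-21, 16 min, replicate 3) and 10480384 reads (vehicle, 16 min, replicate 1). The spacers held between 9783 and 390651 of these reads per library. The linker carries a molecular identifier, and the paper's text does not name a step that merges reads by it, so reads are not taken as independent molecules here. Positions were tested with limma on log2(RPM + 1) where the mean over the 6 libraries of a treatment time was at least 1, a scale that understates changes at low positions.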

The vehicle-treated libraries were aligned to the yeast genome and the 5′ read ends (which correspond to the 3′ ends of nascent transcripts) were plotted with respect to their position on the 35S gene (Fig. S3*A*, left panel). At each position, the “counts” value indicates the number of Pol I complexes occupying that position on the rDNA at the time of harvest. A high count value represents a highly occupied position or peak, whereas a low count value can be interpreted as a lesser occupied position or trough. While transcription elongation kinetics cannot be determined from these experiments, it is reasonable to equate peaks with positions where Pol I is stalled on the template, whereas troughs may represent regions of rapid transcription elongation by Pol I. To assess whether the Pol I occupancy patterns displayed for the vehicle-treated replicates were statistically similar, the Spearman correlation test was executed (Fig. S3*A*, right panel). This test ranks the occupancy in two replicates by count (highest to lowest), compares the ranking between the replicates, and generates a coefficient value. This value indicates the correlation between the two replicates, where 1 represents 100% similarity. The histogram generation and Spearman correlation test analysis were repeated for the BMH-21-treated samples (Fig. S3*B*), and like the vehicle-treated data, these results also displayed high similarity. Therefore, we concluded that this technique is highly reproducible and is a powerful method to visualize Pol I occupancy under treatment conditions at high resolution *in vivo*.

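At 2 min, Spearman's coefficient between replicates across the positions of the 35S gene was 0.987 ± 0.007 (SD, n = 3 pairs) for the vehicle-treated libraries and 0.974 ± 0.014 (SD, n = 3 pairs) for the BMH-21-treated libraries. These coefficients run across positions, which are not independent replicates, so no p-value is attached to them. Between a vehicle-treated and a BMH-21-treated library, the coefficient lay between 0.948 and 0.964 over the 9 pairs. The restriction to the spacers moved the coefficients most, to a mean of 0.975 for vehicle and 0.908 for BMH-21. Over the spacers, the pairs of libraries from different treatments reached 0.853 to 0.933.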

### BMH-21 reduces Pol I occupancy of the rDNA *in vivo*

Using NET-seq, we tested the effect of acute BMH-21 treatment (50 μM for 2 min) on Pol I occupancy *in vivo* as compared with vehicle treatment. We plotted the median Pol I occupancy across the three replicates for each treatment (Fig. 5). At each position, a *t*-test was executed to determine the *p*-value between treatments. A *p*-value < 0.05 was deemed a significant difference in occupancy and was denoted by either a black (decreased) or green (increased) bar below the histogram, for the BMH-21-treated samples with respect to vehicle-treated. These data indicate that there is a significantly different occupancy pattern between the two treatment groups, as there is a depletion of Pol I especially in the spacer regions [external transcribed spacer 1 (ETS1), internal transcribed spacer 1 (ITS1), internal transcribed spacer 2 (ITS2), external transcribed spacer 2 (ETS2)].

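In the 2-min experiment, limma with Benjamini-Hochberg adjustment called 976 of the 1397 tested spacer positions lower and 6 higher after BMH-21 treatment at an adjusted p under 0.05. Without adjustment, at the threshold the paper used, 1183 spacer positions were lower and 12 higher. In the authors' deposited table, their own unadjusted p-values pass that threshold at 947 lower and 0 higher spacer positions. The median log2 fold change over the tested spacer positions was -1.40, against -0.26 over all tested positions of the 35S gene. Leaving out 1 library moved the count most. Without vehicle replicate 2, as without vehicle replicate 3, limma with Benjamini-Hochberg adjustment called 1 spacer position lower, while at least 1040 spacer positions were lower at an unadjusted p under 0.05 in each fit that left out 1 library. The spacers together held 5.52% ± 0.49 (SD, n = 3) of the 35S signal in the vehicle-treated libraries and 2.35% ± 1.00 (SD, n = 3) in the BMH-21-treated libraries. This is a mean log2 change of -1.32, and each BMH-21-treated library lay below each vehicle-treated library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Over both treatment times, with labels permuted within each time, the mean log2 change was -1.91 (exact permutation test, two-sided, p = 0.005, the smallest p that 400 arrangements allow). Leaving out spacer positions within 30 nt of a mature rRNA end moved the 2-min value most among the changes of region and scaling, to -1.57.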

**Figure 5:**
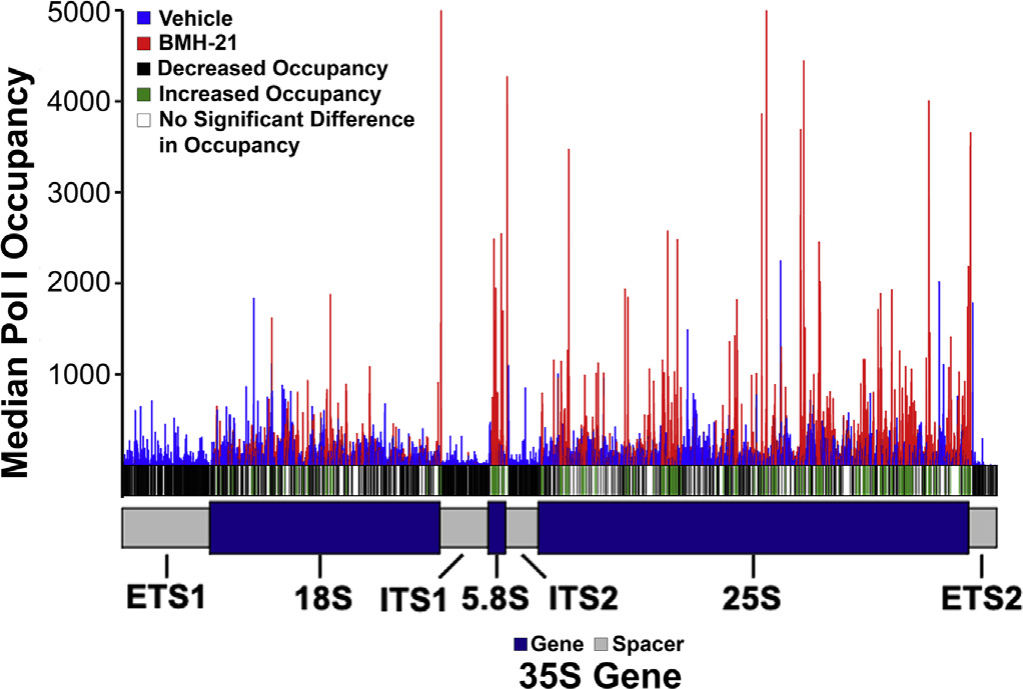
**Pol I occupancy was decreased after BMH-21 treatment.** The median Pol I occupancy for vehicle-treated (*blue*) and BMH-21-treated (*red*) libraries was plotted, and a *t*-test was executed at each position in the 35S gene. If the *p*-value was less than 0.05, the occupancy difference between treatment groups was deemed significant. Underneath the histogram, it was indicated whether occupancy was significantly increased (*black*), significantly decreased (*green*), or displayed no significant change (*white*) in the BMH-21-treated samples compared with the vehicle-treated. Pol I, RNA polymerase I.

One limitation of the NET-seq technique is that there is unavoidable mature rRNA contamination in the libraries. This is especially evident in Figure 5, where there are still Pol I peaks present in the gene regions of the BMH-21-treated samples, despite the reduction in occupancy in the spacer regions. 

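In the gene regions at 2 min, limma with Benjamini-Hochberg adjustment called 604 of the 5349 tested positions lower and 234 higher after BMH-21 treatment at an adjusted p under 0.05. The split depended on the scaling of the libraries. With the libraries scaled by their median ratio to the mean library, the same test called 170 positions lower and 502 higher, and the median log2 fold change over the 35S gene moved to -0.02. The share of the 35S signal on the 18S region was 27.3% ± 0.50 (SD, n = 3) with vehicle and 25.1% ± 1.42 (SD, n = 3) with BMH-21. The 5.8S region held 4.05% ± 0.22 (SD, n = 3) and 5.16% ± 0.45 (SD, n = 3) in the same order, and the 25S region 63.1% ± 0.59 (SD, n = 3) and 67.4% ± 0.16 (SD, n = 3). For each of these regions the libraries of the treatments did not overlap, an outcome that chance gives in 10% of such comparisons. Since shares are parts of the same total, a lower spacer share alone raises the joint share of the gene regions.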

From previous literature, it has been established that processing/maturation of the rRNA begins to occur co-transcriptionally and results in removal of the spacer RNAs (32, 38, 39, 40). Furthermore, we performed NET-seq using a strain of yeast containing untagged Pol I to investigate the pattern of contamination in our samples. The data from this untagged Pol I control demonstrate that while there is high signal in the gene regions, reads mapping to the spacer regions were minimal (Fig. S4), confirming that the contamination in our sample is, indeed, mature rRNAs. Therefore, since it is impossible to remove mature rRNA contamination in the experiment, the spacer regions are critically important for observing nascent transcription by Pol I. Thus, we performed an in-depth analysis of Pol I occupancy in these regions (Fig. 6). 

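At 2 min, each of the 4 spacers held a smaller share of the 35S signal in every BMH-21-treated library than in any vehicle-treated library. ETS1 held 3.00% ± 0.33 (SD, n = 3) with vehicle and 1.02% ± 0.53 (SD, n = 3) with BMH-21, a log2 change of -1.68. The log2 change was -1.43 in ITS1, from 0.866% ± 0.054 to 0.339% ± 0.137 (SD, n = 3 each). In ITS2 it was -0.69, from 1.12% ± 0.12 to 0.713% ± 0.236 (SD, n = 3 each). ETS2 changed by -1.03, from 0.532% ± 0.013 to 0.275% ± 0.107 (SD, n = 3 each). With 7 regions tested, each exact permutation test (two-sided) gave p = 0.1, the smallest p possible, and 0.1 after Benjamini-Hochberg adjustment. Without the positions within 30 nt of a mature rRNA end, the log2 change was -1.31 in ITS2 and -1.48 in ETS2.

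**Figure D1:**
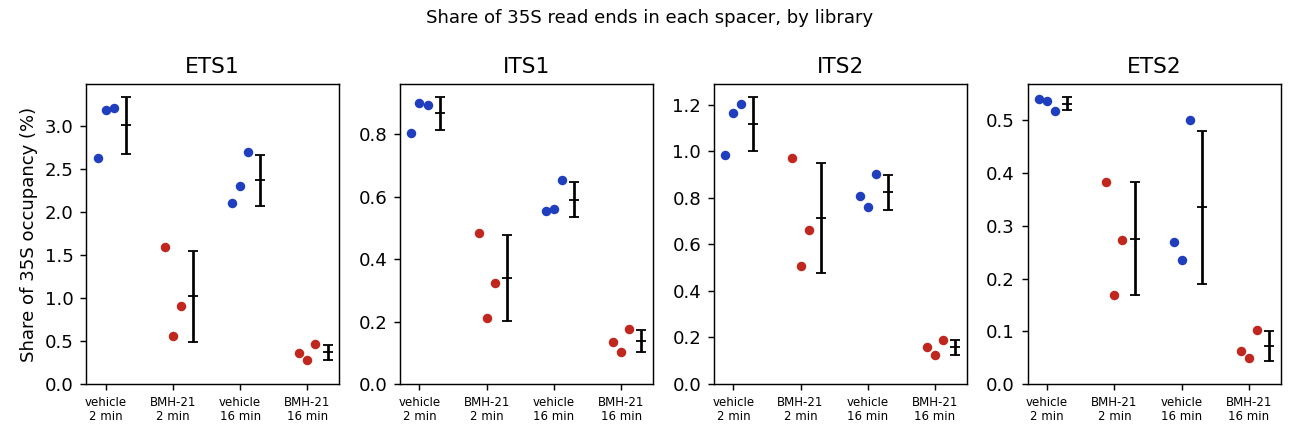
Share of 35S read ends in each spacer (percent, y axis) for every library, by treatment and time (x axis), with the mean and SD of 3 libraries beside the points. In ETS1 at 2 min the vehicle-treated libraries lie between 2.62% and 3.21% and the BMH-21-treated libraries between 0.561% and 1.59%.

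The position with the highest vehicle median in ETS1 was 232 (XII 467338), where occupancy was 676 ± 85 RPM with vehicle and 224 ± 109 RPM with BMH-21 (SD, n = 3 each). Its log2 fold change was -1.71 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.018). Its adjusted p from the same test was 0.058, 0.076 and 0.069 without vehicle replicates 1, 2 and 3 and 0.056 without BMH-21 replicate 3, within a range of 9.8e-04 to 0.187 over the alternatives. In ITS1, position 2571 (XII 464999) fell by 1.95 on the log2 scale, and position 6662 (XII 460908), the highest of ETS2, by 2.10; limma with Benjamini-Hochberg adjustment gave adjusted p-values of 0.010 and 0.018. Without vehicle replicate 2 these were 0.057 and 0.072, and over the alternatives they ranged from 3.3e-04 to 0.057 and from 3.4e-04 to 0.072 (limma with Benjamini-Hochberg adjustment). The highest position of ITS2, 3025 (XII 464545), lies 6 nt from the end of the 5.8S region and changed little, with 1066 ± 145 RPM with vehicle and 955 ± 379 RPM with BMH-21 (SD, n = 3 each). The highest BMH-21 positions of ITS1 and ETS2, 2710 and 6661, had log2 fold changes of -0.05 and -1.05. Position 679, in ETS1, was the most lowered at a log2 fold change of -3.74, and position 2613, in ITS1, the most raised at 1.51 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0067 and 0.049). Leaving out vehicle replicate 3 moved these to 0.052 and 0.071, and the alternatives ranged from 6.7e-05 to 0.052 and from 0.0049 to 0.15, the last with the unmoderated linear model (otherwise limma with Benjamini-Hochberg adjustment). The other positions called higher were 2607, 2612, 6653, 6654 and 6655, named after their values were seen.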

In all four of the rDNA spacer regions, there was robust reduction in Pol I occupancy in the BMH-21-treated samples as compared with vehicle-treated. We employed the Kolmogorov–Smirnov test (K-S test) to evaluate the significance of this altered distribution between treatment groups within these regions and found these differences to be significant (indicated by the *p*-values in Fig. 6). These data are consistent with the patterns observed in Figure 5 and reveal that BMH-21 treatment significantly reduces Pol I occupancy on the rDNA in comparison to vehicle treatment even after only 2 min. 

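The K-S statistic D between the median vehicle and median BMH-21 occupancy at 2 min was 0.414 over the 700 positions of ETS1, 0.468 over the 361 of ITS1, 0.422 over the 232 of ITS2 and 0.294 over the 211 of ETS2. In each spacer the BMH-21 distribution lay at lower values. The median position of ETS1 had 19.1 RPM with vehicle and 5.23 RPM with BMH-21, and that of ETS2 2.85 RPM and 0.872 RPM. The p-value of the K-S test counts positions as independent, and for ETS2 it was 1.3e-08 over 211 positions. Other ways of dividing the 6 libraries into 3 and 3 gave a D of up to 0.403 in ETS1, 0.429 in ITS1, 0.401 in ITS2 and 0.232 in ETS2. Each of these divisions mixes the treatments unevenly, so a treatment difference itself raises their D. They therefore do not give the D expected by chance. Scaling each spacer to its own sum, so that only its shape differed, moved D most in ETS1, ITS1 and ITS2, while in ETS2 leaving out BMH-21 replicate 2 did, to 0.209. With its own sum as the scale, which removes a shift shared by all positions, the signed D in ETS1 was -0.043. That size is within the 0.020 to 0.073 of simulated unchanged spacers. On the same scale D was 0.144 in ITS1, 0.246 in ITS2 and 0.227 in ETS2, above that range and towards lower BMH-21 values. The simulated reads held counting error only, with equal depth and no spread between replicates, and were not scaled to the own sum. Lying within or above their range therefore does not show whether a shape changed. From the lower occupancy in the spacers, the paper concludes that BMH-21 reduces Pol I occupancy on the rDNA within the short treatment, and with its in vitro results it proposes that transcription initiation is inhibited.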

In combination with the *in vitro* results shown in Figures 2 and 3, this observation suggests that BMH-21 inhibits transcription initiation by Pol I.

**Figure 6:**
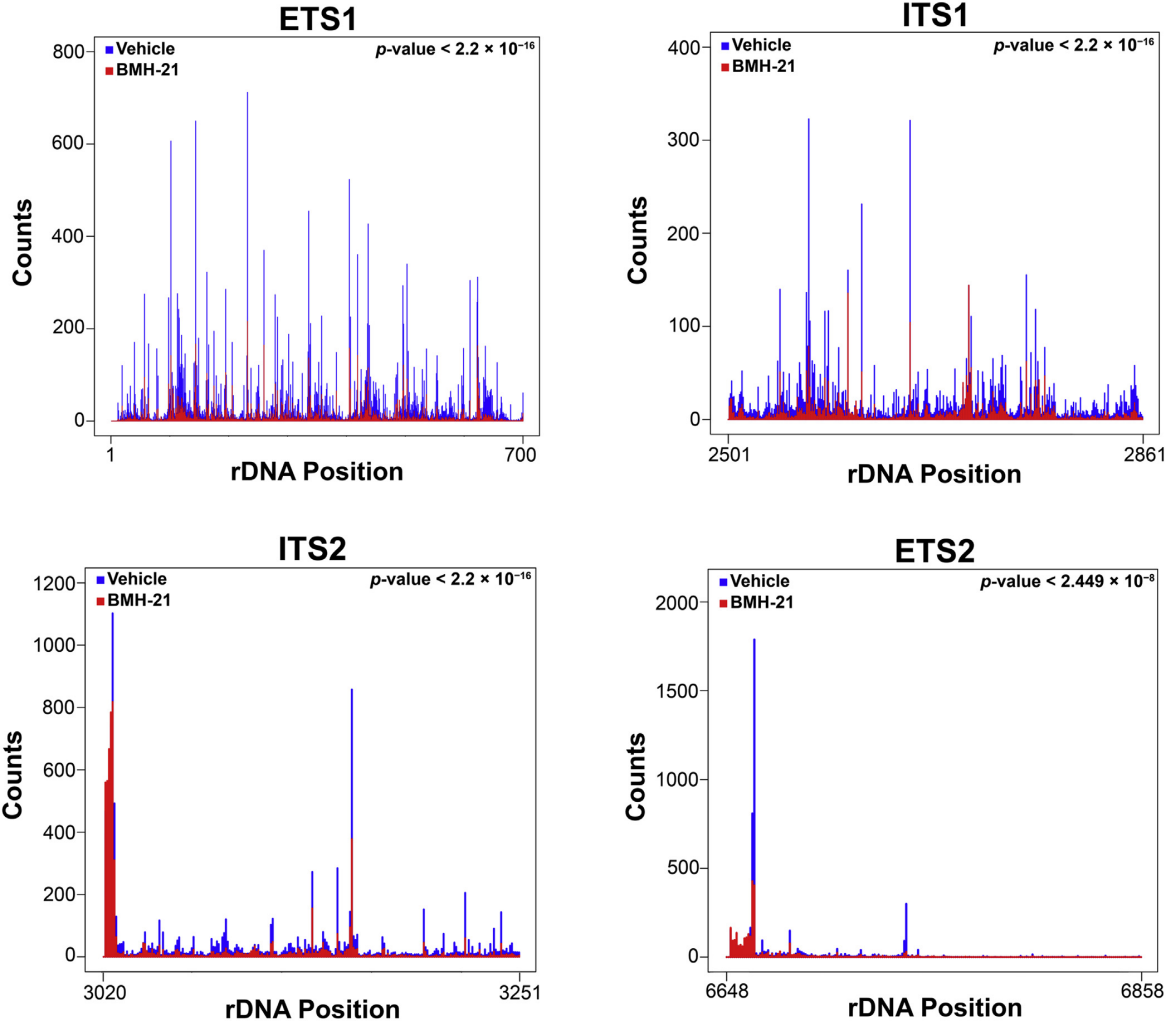
**Pol I occupancy patterns in spacer regions validate reduced occupancy after BMH-21 treatment gene-wide.** The median Pol I occupancy was plotted for vehicle-treated (*blue*) and BMH-21-treated (*red*) libraries in each spacer region. The K-S test was performed to determine whether the overall distribution of occupancy in each spacer region was significantly different between the two treatment conditions. The *p*-value determined by that test is included in the *top right* corner of each graph. Pol I, RNA polymerase I.

### BMH-21 induces Pol I pausing upstream of G-rich rDNA sequences

We found that there was a reduction in overall occupancy of Pol I across the 35S gene, which suggests that BMH-21 treatment inhibits transcription initiation. To evaluate potential effects on transcription elongation, we compared *in vivo* pausing after either vehicle- or BMH-21-treatment by examining the sequence context of the top 2.5% most occupied positions (consistent with previously published findings (35, 36, 37)) in the spacer regions only. The DiffLogo plot in Figure 7 displays the BMH-21-treatment logo on top and the vehicle treatment logo underneath, with the black arrow indicating the position of the last incorporated nucleotide into the nascent transcript. 

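The top 2.5% of the spacer positions are 38 positions per library, and their sequence was read with the last incorporated nucleotide at -1. At 2 min, T made up 39.9% ± 3.80 (SD, n = 3) of the bases from -10 to -1 in the BMH-21-treated libraries and 28.9% ± 0.26 (SD, n = 3) in the vehicle-treated libraries. The share of T over all spacer positions in this window was 33.2%. The difference was 11.0 percentage points at 2 min (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Over both treatment times it was 8.25 points (exact permutation test, two-sided, p = 0.005, the smallest possible, and 0.015 after Benjamini-Hochberg adjustment over 3 measures). Leaving out positions within 30 nt of a mature rRNA end moved this result most, to a difference of -0.81 points at 2 min and 0.05 points over both times (exact permutation test, two-sided, p = 1). Such positions made up 16 of the 38 top positions of the median BMH-21 occupancy and 8 of the 38 of the median vehicle occupancy. Of the 12 positions in the BMH-21 set alone, 8 lay in the first 15 nt of ETS2. From +1 to +30, G made up 29.4% ± 0.61 (SD, n = 3) of the bases with BMH-21 and 27.5% ± 0.23 (SD, n = 3) with vehicle, against 23.1% over all spacer positions. The difference of 1.93 points at 2 min had p = 0.1, and over both times it was 0.95 points with p = 0.06 (exact permutation tests, two-sided). Without the positions near mature rRNA ends the difference was 0.77 points at 2 min and 0.12 points over both times (exact permutation test, two-sided, p = 0.79). In the window from +16 to +28 it was 5.33 points with all spacer positions and 0.54 points without those near the ends, the latter a combination chosen after the data were seen.

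**Figure D2:**
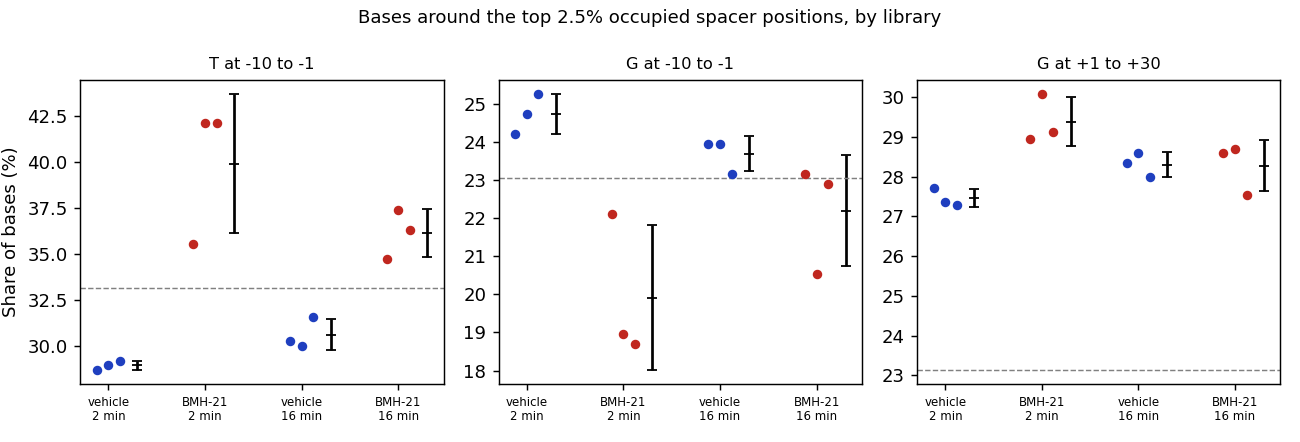
Share of T or G (percent, y axis) among the bases of 3 windows around the top 2.5% of spacer positions, for every library by treatment and time (x axis), with the mean and SD of 3 libraries beside the points. The dashed line is the share over all spacer positions; for T from -10 to -1 at 2 min the BMH-21-treated libraries lie between 35.5% and 42.1%.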

We observed that in the BMH-21-treated samples, Pol I is frequently paused in T-rich regions of the rDNA that are directly upstream from G-rich regions. The opposite pattern is true in the vehicle-treated samples, where Pol I is stalled in G-rich regions of the template. This finding is consistent with previous literature suggesting that BMH-21 intercalates into GC-rich regions of DNA (30). 

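G made up 24.7% ± 0.53 (SD, n = 3) of the bases from -10 to -1 at the top positions of the vehicle-treated libraries at 2 min and 19.9% ± 1.90 (SD, n = 3) at those of the BMH-21-treated libraries. The share over all spacer positions was 23.0%. The difference between treatments was -4.82 points at 2 min and -3.16 points over both times (exact permutation tests, two-sided, p = 0.1 and p = 0.01). With positions within 30 nt of a mature rRNA end left out it was 0.20 points at 2 min. The paper reasons from these contexts, with reports that BMH-21 intercalates into GC-rich DNA, and proposes that intercalation downstream of the elongation complex halts Pol I.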

We hypothesize that upon intercalation of BMH-21 directly downstream of the elongation complex, this could induce added torsional stress, causing Pol I to be halted on the template. Furthermore, these data are consistent with *in vitro* results (Fig. 4) that revealed sequence-specific effects by BMH-21 on transcriptional pausing. Thus, BMH-21 has direct negative effects on transcription initiation and elongation by Pol I *in vitro* and *in vivo*.

**Figure 7:**
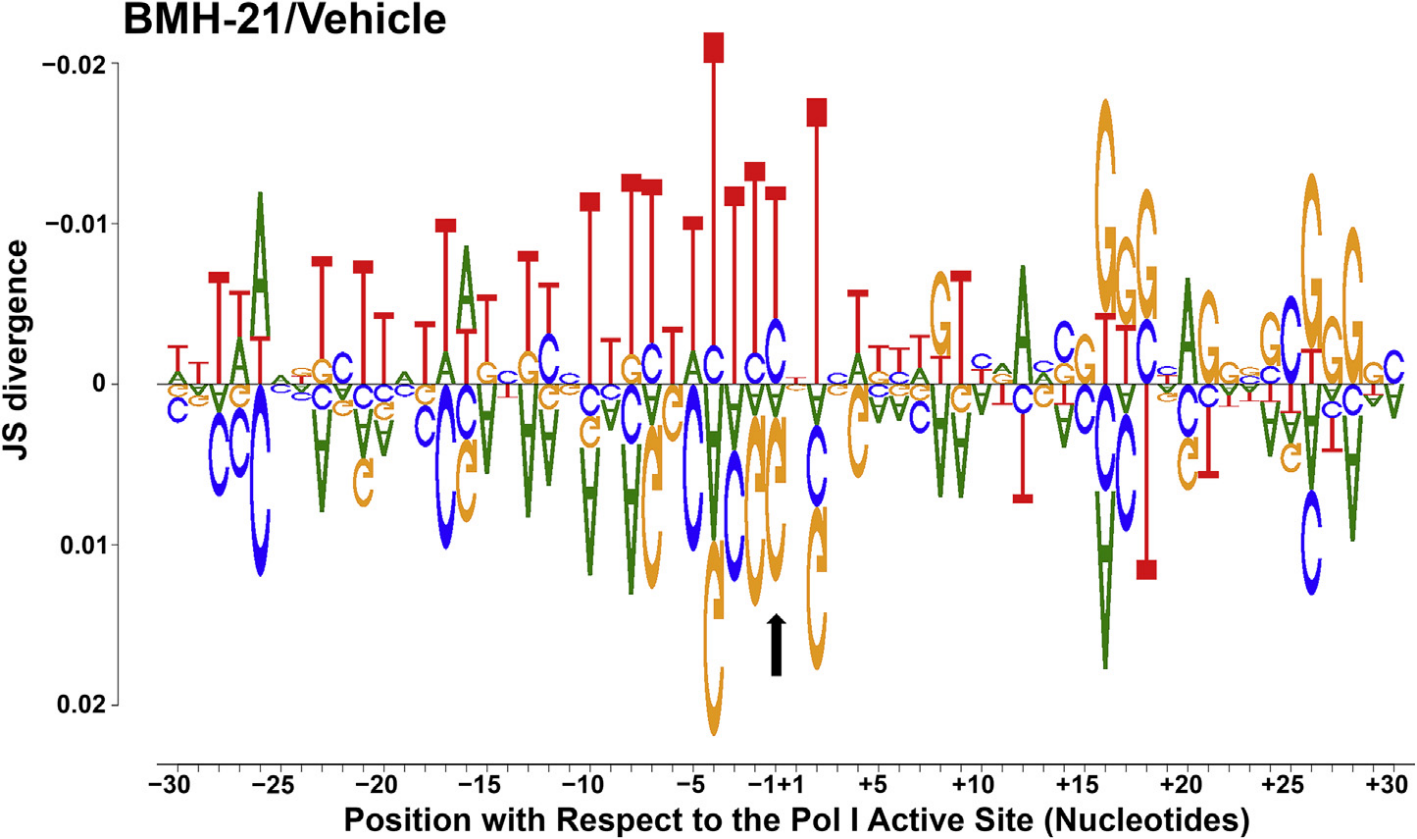
**Pol I is stalled upstream of particularly G-rich regions of the rDNA spacer regions.** This figure was created using the DiffLogo program (version 2.14.0) and displays sequences both *upstream* and *downstream* of Pol I for the top 2.5% occupied positions in the spacer regions only (ETS1, ITS1, ITS2, and ETS2). The DiffLogo for the BMH-21-treated samples is plotted on top and displays the sequences that are enriched with comparison to the vehicle-treated libraries. In contrast, the DiffLogo for the vehicle-treated samples is displayed underneath and indicates the enriched sequences with comparison to the BMH-21-treated samples. The *black arrow* identifies the last incorporated nucleotide in the nascent transcript. ETS, external transcribed spacer; ITS, internal transcribed spacer; Pol I, RNA polymerase I.

## Discussion

### BMH-21 directly inhibits Pol I transcription and causes a decrease in rRNA synthesis by reducing Pol I occupancy of the rDNA

The data presented here, resulting from high-resolution *in vitro* and *in vivo* experiments, elucidate BMH-21’s mechanism of inhibition of transcription by Pol I. We showed that BMH-21 added during three transcription steps inhibited Pol I transcription through a decrease in full-length RNAs and elongation rate and an increase in amplitude of short, incomplete RNAs. Despite sensitivity to BMH-21 during all of the transcription steps tested, we conclude that the transcription elongation phase is most vulnerable to BMH-21 inhibition based on the IC_50_ values calculated (Figs. 2 and 4). Altogether, these *in vitro* observations suggest that BMH-21 treatment reduces the amount of Pol I transcription complexes that are capable of efficient and processive transcription. These findings were complemented by our *in vivo* NET-seq experiments. We found that Pol I occupancy of the rDNA was reduced across the 35S gene (Fig. 5). Specifically, there was a significant decrease in occupancy in the spacer regions of the 35S gene, which serve as a reporter for nascent transcripts, since these regions are removed prior to maturation of the rRNAs (Fig. 6). In the BMH-21-treated samples, Pol I was preferentially paused upstream of G-rich rDNA regions (Fig. 7). These findings suggest that the intercalation of BMH-21 into the GC-rich regions of the rDNA introduces a barrier to Pol I elongation complexes. In contrast, T-rich regions of the rDNA were enriched within the RNA:DNA hybrid and upstream of the polymerase. Furthermore, NET-seq was repeated to test a longer BMH-21 treatment time of 16 min (Figs. S5–S8), and these results were consistent with the 2-min treatment findings (Figure 5, Figure 6, Figure 7). 

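At 16 min, the spacers held 4.11% ± 0.56 (SD, n = 3) of the 35S signal with vehicle and 0.736% ± 0.184 (SD, n = 3) with BMH-21, a log2 change of -2.50 (exact permutation test, two-sided, p = 0.1, the smallest p possible). The log2 change was -2.70 in ETS1, -2.12 in ITS1, -2.40 in ITS2 and -2.21 in ETS2. The change in the spacer share differed from that at 2 min by -1.18 on the log2 scale, with time labels permuted within treatment (exact permutation test, two-sided, p = 0.17). This test takes neither treatment to change with time, while the vehicle share itself went from 5.52% at 2 min to 4.11%. Its p therefore does not settle whether the effects of BMH-21 differ between the times. The limma test with Benjamini-Hochberg adjustment called 664 of the 1360 tested spacer positions lower and 0 higher at an adjusted p under 0.05; at an unadjusted p under 0.05 they were 960 and 0. In the gene regions it called 120 positions lower and 7 higher of 5347. Scaling by the sum over the spacers moved the spacer count most, to 0 lower and 0 higher positions, with 124 lower and 70 higher at an unadjusted p under 0.05. That scale removes a loss shared by all spacer positions by construction, so it tests only the pattern within the spacers. Position 232, again the highest of ETS1 with vehicle, fell by 3.52 on the log2 scale, and position 3025 of ITS2 had a log2 fold change of -3.64 (limma with Benjamini-Hochberg adjustment, adjusted p = 7.3e-04 and 5.9e-04). Positions 2659 and 6662, the highest of ITS1 and ETS2 with vehicle, had log2 fold changes of -3.11 and -4.39. Position 643 was the most lowered, at a log2 fold change of -4.64. With the sum over the spacers as the scale, none of these positions, nor 3024, had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment (0.210 to 0.979). Among the highest positions with BMH-21, 3024 and 377 had log2 fold changes of -2.46 and -2.83, and 2710 and 6650 of -0.41 and 0.013. Position 377 had an adjusted p of 0.087 (limma with Benjamini-Hochberg adjustment), with a range over the alternatives of 0.0093 (edgeR) to 0.877. The 4 bases that start 11 nt after it match the linker, and whether this bears on its signal was not tested for this position alone. D was 0.556 in ETS1, 0.565 in ITS1, 0.586 in ITS2 and 0.336 in ETS2. When each spacer was scaled to its own sum, the signed D in ITS2 was -0.134, towards higher BMH-21 values. On that scale it was 0.184 in ETS1, 0.252 in ITS1 and 0.294 in ETS2, towards lower BMH-21 values. Between replicates, Spearman's coefficient was 0.953 ± 0.020 with vehicle and 0.969 ± 0.006 with BMH-21 (SD, n = 3 pairs each); over the spacers the means were 0.827 and 0.598. At the top spacer positions, T from -10 to -1 made up 36.1% ± 1.32 with BMH-21 and 30.6% ± 0.85 with vehicle (SD, n = 3 each), a difference of 5.53 points that became 0.91 points without positions near mature rRNA ends. G from -10 to -1 differed by -1.49 points. G from +1 to +30 made up 28.3% in both treatments, a difference of -0.03 points (exact permutation test, two-sided, p = 1). The paper states that the longer treatment gave results like those of the short one.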

Taken together, our *in vitro* and *in vivo* analyses are complementary, providing new insight into BMH-21’s mechanism of action.

### BMH-21 influences Pol I activity similarly to other DNA intercalators

Our BMH-21 *in vitro* and *in vivo* results are consistent with the mechanism of action of other GC-intercalators including actinomycin, ethidium bromide, and proflavine (41, 42, 43). The Panov research group executed an extensive study of DNA intercalators using *in vitro* and cell-based techniques (41). They used a plasmid DNA template containing the rDNA promoter, very similar to our *in vitro* system. Consistent with our findings in Figures 2 and 3, early transcriptional events catalyzed by Pol I (initiation, promoter escape) are sensitive to DNA intercalators. Our *in vitro* IC_50_ concentration for transcription initiation by BMH-21, 810 nM, was within the range of IC_50_ values of proflavine, 9HE, Acridine Orange, and Thionine (41). Additionally, they found that Pol I transcription elongation is sensitive to DNA intercalators by measuring rRNA synthesis in human cells. Our IC_50_ measurement in Figure 4 revealed that BMH-21 is comparatively potent for inhibition of transcription elongation. Finally, DNA intercalators have been found to reduce Pol I occupancy similar to our results in Figures 5 and 6 (41). Taken together, our data suggest that BMH-21 acts similarly to other DNA intercalators by inhibiting early Pol I transcriptional events and Pol I occupancy of the rDNA.

### BMH-21 and CX-5461 inhibit ribosome biogenesis through different mechanisms

The first Pol I inhibitor to complete Phase I clinical trials was CX-5461 (22, 23). It was found to inhibit Pol I transcription by interfering with transcription initiation. It binds SL1, comprised of TBP and TBP-associated factors, to disrupt the release of the Pol I-Rrn3 complex from the rDNA promoter (22, 44). *In vivo* studies showed promising anticancer effects as treatment with CX-5461 decreased cancer cell and tumor viability in human cancer cell lines and murine xenografts (45, 46, 47, 48). Despite the establishment of CX-5461 as a direct and selective inhibitor of Pol I transcription, a recent study found that CX-5461 may stabilize G-quadruplex DNA and cause DNA damage (49). This finding cast doubt on the previous classification of CX-5461 as a direct Pol I inhibitor. Considering the controversy, an in-depth, multidimensional investigation of the mechanism of CX-5461 found that it did not induce cell death via interference with Pol I function, rather, it accomplished its cytotoxic effects *via* topoisomerase II (Top2) poisoning (50). Thus, the mechanism of action for CX-5461 remains somewhat controversial, despite its initial promise in the clinic. Clarity on this will be required to facilitate selection of patients most responsive to its therapeutic effects.

The mechanism of Pol I inhibition by the BMH-21 class of molecules is significantly different than that of CX-5461. BMH-21 intercalates into GC-rich DNA without causing DNA lesions (27, 29, 30). Unlike CX-5461, multiple Pol I transcription steps (initiation, promoter escape, and elongation) are inhibited by BMH-21. BMH-21 inhibits Pol I transcription through binding to the highly GC-rich content of the rDNA, presumably without directly associating with Pol I transcription machinery. Previous studies with BMH-21 suggest a direct negative effect on Pol I transcription (29, 30, 31). Here, we define the mechanism of action for the compound using biochemical and genomic approaches. While these results do not exclude the possibility that BMH-21 may affect other processes, these findings clearly reveal acute, direct, and potent effects of the compound on Pol I.

### How is BMH-21 specific to Pol I?

BMH-21 inhibition may be specific to Pol I transcription based on the chromatin organization of the rDNA. Our *in vitro* transcription DNA template lacks nucleosomes; therefore, it may be similar to the rDNA transcribed by Pol I *in vivo*. Unlike chromatinized genes transcribed by Pol II (51, 52), active rDNA repeats transcribed by Pol I lack ordered nucleosomes (28, 53, 54, 55, 56). Thus, based on BMH-21’s affinity for open, GC-rich rDNA, it could selectively impact Pol I transcription. Alternatively, it is possible that BMH-21 may bind many genomic loci, including loci transcribed by Pols II and III. Perhaps Pols II and III exhibit enzymatic features that render them insensitive to inhibition by BMH-21. We showed that Pols I and II possess unique biochemical properties (57). Nucleotide addition catalyzed by Pol I is significantly faster than by Pol II. Coupled with Pol I’s rapid elongation kinetics, it forms a less stable transcription elongation complex compared with Pol II. In contrast, Pol II nucleotide addition kinetics are significantly slower, and Pol II forms a very stable elongation complex. Pol I’s fast nucleotide addition kinetics and less stable elongation complexes may render Pol I specifically vulnerable to BMH-21 intercalation sites compared with Pol II. Determining whether BMH-21 selectively inhibits Pol I, compared with the other RNA polymerases, is a topic of ongoing investigation.

In conclusion, complementary *in vitro* and *in vivo* experiments demonstrate that BMH-21 inhibits Pol I transcription by reducing the efficiency of Pol I transcription initiation and elongation. Mechanistic studies are ongoing to elucidate the impact of BMH-21 on the kinetic mechanism of nucleotide addition by Pol I in the presence of BMH-21.

## Experimental procedures

### Yeast strain used for NET-seq experiments

Wild-type (WT) yeast (ade2-1 ura3-1 trp1-1 leu2-3, 112 his3-11,15 can1-100 RPA135-(HA)3- (His)7::TRP1m × 6 rpa190Δ::HIS3M × 6 carrying pRS315-RPA190) was used for these experiments. This strain was used previously to generate NET-seq data for Pol I occupancy in other studies (35, 36). To perform NET-seq for this study, cells were cultured at 30 °C with nutation. A yeast strain containing untagged Pol I (ade2-1 ura3-1 trp1-1 leu2-3, 112 his3-11,15 can1-100) was used to generate the NET-seq data in Figure S4.

### Purified proteins used within *in vitro* transcription assays

Pol I was purified from a protease-deficient yeast strain (58) with the largest subunit, A190, tagged with ten histidine residues. CF, Rrn3, and TBP were cloned into overexpression vectors and transformed into BL21(DE3)-pRosetta-2 *E. coli* cells. Purifications were performed as previously published (36, 59, 60).

### Promoter-dependent *in vitro* transcription assay

*In vitro* transcription experiments were performed as previously described (59). The purification of the modified rDNA template (C-less until +56 position) and protein components were confirmed with agarose and SDS-PAGE gels, respectively. Template DNA was incubated with Pol I, CF, TBP, and Rrn3 to allow for preinitiation complex formation. ATP, GTP, and α-^32^P-UTP were added to allow transcription until the +55 halt point for 5 min. Heparin is added to ensure a single round of transcription by binding unbound Pol I’s. CTP and unlabeled UTP were added to release the Pols from the +55 position, allowing for the synthesis of full-length RNA products. Reactions were stopped with the addition of 1 M ammonium acetate in 100% ethanol. RNA was precipitated overnight at −20 °C and then centrifuged at 13,000*g* for 10 min. Supernatant was discarded and the RNA pellets were resuspended in RNA loading dye. Samples were boiled and loaded on a 5% polyacrylamide (29:1, acrylamide to bis), 1 X TBE, 7 M urea gel. Gels were vacuumed dry and exposed in a phosphorimager cassette overnight. The phosphorimager screen was imaged by an Amersham Typhoon scanner, and the image was analyzed using ImageQuant.

### Determination of BMH-21 concentration for promoter-escape experiments

We originally treated Pol I transcription reactions during promoter escape with the IC_50_ calculated from transcription initiation experiments (Fig. 2). Due to low ratio of signal to background, we were unable to execute subsequent experiments at ∼800 nM BMH-21. To determine a BMH-21 concentration that would allow for quantifiable and reproducible signal, we tested different concentrations of BMH-21, 100 to 1600 nM. We selected 300 nM BMH-21 for experiments shown in Figure 3.

### Elongation rate determination

Quantification of Pol I transcription elongation rate was executed similarly as previously published (33). Gel images from transcription elongation experiments were analyzed in ImageQuant. Lanes are boxed within columns, each encompassing one reaction collected at a certain time point. The leading population RNAs are boxed and the average intensity point within the box is calculated. The average intensity point is correlated to the ladder to calculate the RNA length for each time point. Elongation rate is calculated by plotting RNA length (nt) over time (s) per condition and fitting to a line (Fig. S2).

### NET-seq experiments

NET-seq was performed based on an adaptation from previously described methods (35, 36, 37). Yeast was cultured the same as in previous literature (36), except that this adapted method required only 1 l of yeast per replicate, compared with the previous 3 l per replicate. Once cells reached an OD_600_ of 0.3, they were treated with either 50 μM of BMH-21 (for the BMH-21 samples) or an equivalent volume of the vehicle buffer (0.1 M NaH_2_PO_4_, pH 6; for the vehicle samples). BMH-21 (12H-Benzo[g]pyrido[2,1-b]quinazoline-4- carboxamide, N-[2(dimethylamino)ethyl]-12-oxo) was verified for purity using LC/MS mass spectrometry and ^1^H-NMR as previously published (31). Immediately following treatment, cells were placed back in the incubator to culture for an additional 1 min (for the 2-min experiment, Figure 5, Figure 6, Figure 7 and S3) or 15 min (for the 16-min experiment, Figs. S5–S8). Cells were harvested using an ∼1 min method and lysis was performed, both described previously (36).

To prepare for immunoprecipitation (IP), lysis buffer (20 mM Tris-HCl pH 7.9, 0.4% Triton X-100, 0.1% NP-40, 100 mM NH_4_Cl, 5 mM EDTA-Na pH 8.5, 1x HALT Protease Inhibitor, 25 U/ml SUPERase-in RNAse Inhibitor) (36) and blocking buffer (same as lysis buffer, with 10 mg/ml BSA added) were prepared on ice. Pierce anti-HA beads for each sample (equivalent to 4% of the lysis buffer required based on grindate weight of sample (36)) were washed three times at 4 °C with 1 ml lysis buffer and nutation. After the final wash, lysis buffer was discarded, and 500 μl blocking buffer was added to each bead-containing tubes. Beads were blocked overnight at 4 °C with nutation. IP, RNA extraction, and precipitation were performed as previously described (35, 36) except that 2 mg/ml BSA was added to the wash buffer, and bead washing was eliminated during the IP.

Following precipitation, samples were centrifuged, and linker ligation was performed the same as previously described (35, 36), except that RNA pellets were dissolved in 10 mM Tris-HCl, pH 6.9, and 20 U/μl SUPERase-in RNAse inhibitor was added the ligation mix. A DNA linker containing a unique molecular identifier was used (35). After linker ligation was complete, an enzymatic digestion of the excess linker was performed instead of a gel extraction using the following steps. First, 2 μl of 5′ deadenylase (NEB) was added to each sample and mixed thoroughly. Samples were incubated at 30 °C for 45 min. Next, samples were diluted 2.5X with water supplemented with 0.6X NEBuffer 2, and 2 μl of RecJ_f_ (NEB) was added and mixed well. Samples were incubated at 37 °C for 45 min. Then, 2.2 μl zinc fragmentation buffer (100 mM Tris-HCl, pH 7.0, 100 mM ZnCl_2_) (35) was added to each sample, and samples were incubated at 70 °C for 16 min. Finally, 2.5 μl 200 mM EDTA, pH 8.5, 1 μl glycoblue, and 360 μl ammonium acetate precipitation solution were added, and samples were precipitated for at least 2 h at −80 °C.

Samples were centrifuged, pellets were washed, and reverse transcription was performed as previously described (35, 36), except that reactions were incubated at 45 °C (instead of the previous 50 °C) for 30 min. A 10% polyacrylamide gel was prepared and pre-run, samples were loaded, and gel was run as previously described (36). Slices between approximately 120 and 600 nucleotides were excised from the gel and pulverized for each sample. Then, 500 μl water was added and gel slurries were incubated at −80 °C for 15 min and then at 70 °C for 15 min. Finally, slurries were placed at 30 °C with nutation overnight. The following day, each slurry was transferred to a Costar Spin-X Centrifuge Tube Filters (Corning), and tubes were centrifuged at 16,000*g* for 3 min at room temperature. The flow-through from each tube was transferred to a new 1.5 ml tube, and 32 μl 3 M NaCl, 940 μl 100% isopropanol, and 1 μl glycoblue were added to each sample. Samples were precipitated for at least 2 h at −80 °C.

Samples were centrifuged at 16,000*g* for 1 h at 4 °C and then washed as previously described (35, 36). Pellets were resuspended in 15 μl of 10 mM Tris-OAc, pH 7.9. Circularization, amplification, sample preparation/purification, and sequencing were performed as previously described (35, 36). Amplification primers for each sample are included in Table S1.

### NET-seq data analysis and statistical analysis

The data analysis pipeline used was identical to a previous publication (35).

Software and the versions used for these studies are included in Table S2. Reads were aligned to the *S. cerevisiae* genome assembly R64-1-1. The data used to generate the figures in this study have been deposited into NCBI’s Gene Expression Omnibus (61) and are available through the series accession number GSE175553.

The Spearman correlation test was used to detect reproducibility between replicates, and these data are included in the right panel of Figures S3 and S5. For this test, n = 2, where n is the number of replicates being compared for similarity. The K-S test was used to determine any significant differences in occupancy distribution between treatment groups. The results from the K-S test are shown in the inset in the top right corner of the graphs in Figures 6 and S7.

## Data availability

The datasets generated during this study are available at: GSE175553 on the NCBI GEO database. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, David Schneider ().

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The small-molecule BMH-21 directly inhibits transcription elongation and DNA occupancy of RNA polymerase I in vivo and in vitro
**Source:** J Biol Chem. 2021 Nov 25;298(1):101450. doi: 10.1016/j.jbc.2021.101450
**Supplement:** Figures S1–S8 and Tables S1 and S2

**SUPPLEMENTAL INFORMATION FOR:**

**“The small molecule BMH-21 directly inhibits transcription elongation and DNA occupancy of RNA polymerase I *in vivo* and *in vitro”***

**
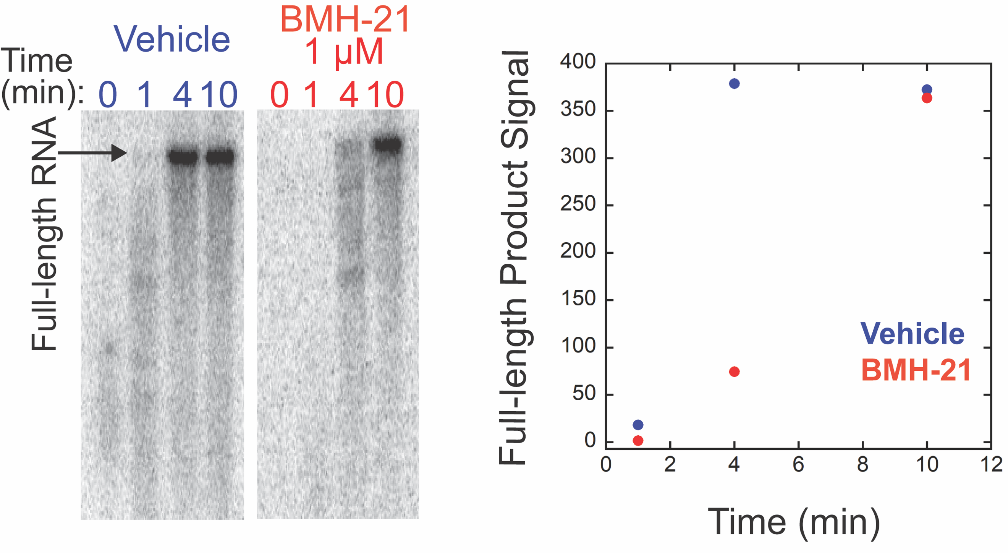
**

**Supplemental Figure S1. Ten-minute time points are not sensitive to elongation effects.** Vehicle or BMH-21 (1 µM) was added simultaneously with CTP to treat the elongation phase of Pol I transcription. Reactions were stopped at 1, 4, and 10 minutes. Synthesized RNAs were resolved on polyacrylamide gels. We plotted the full-length RNA product signal over time in the presence of vehicle or BMH-21 (1 µM). Experiment was executed once per treatment condition.

**
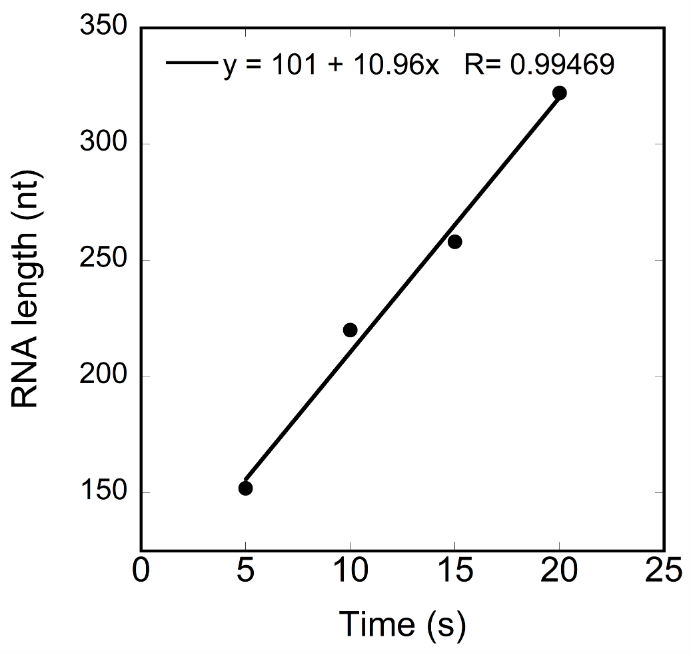
**

**Supplemental Figure S2. Elongation rate determined by fitting RNA length over time to a line.**

The length of RNA of the leading smear of RNAs was determined per time point based on the nucleic acid ladder in Figure 4. The length of RNA was plotted over time for each of the four time points per treatment condition. Data points were fit to a line and the slope was measured as the elongation rate in nucleotides per second.

**
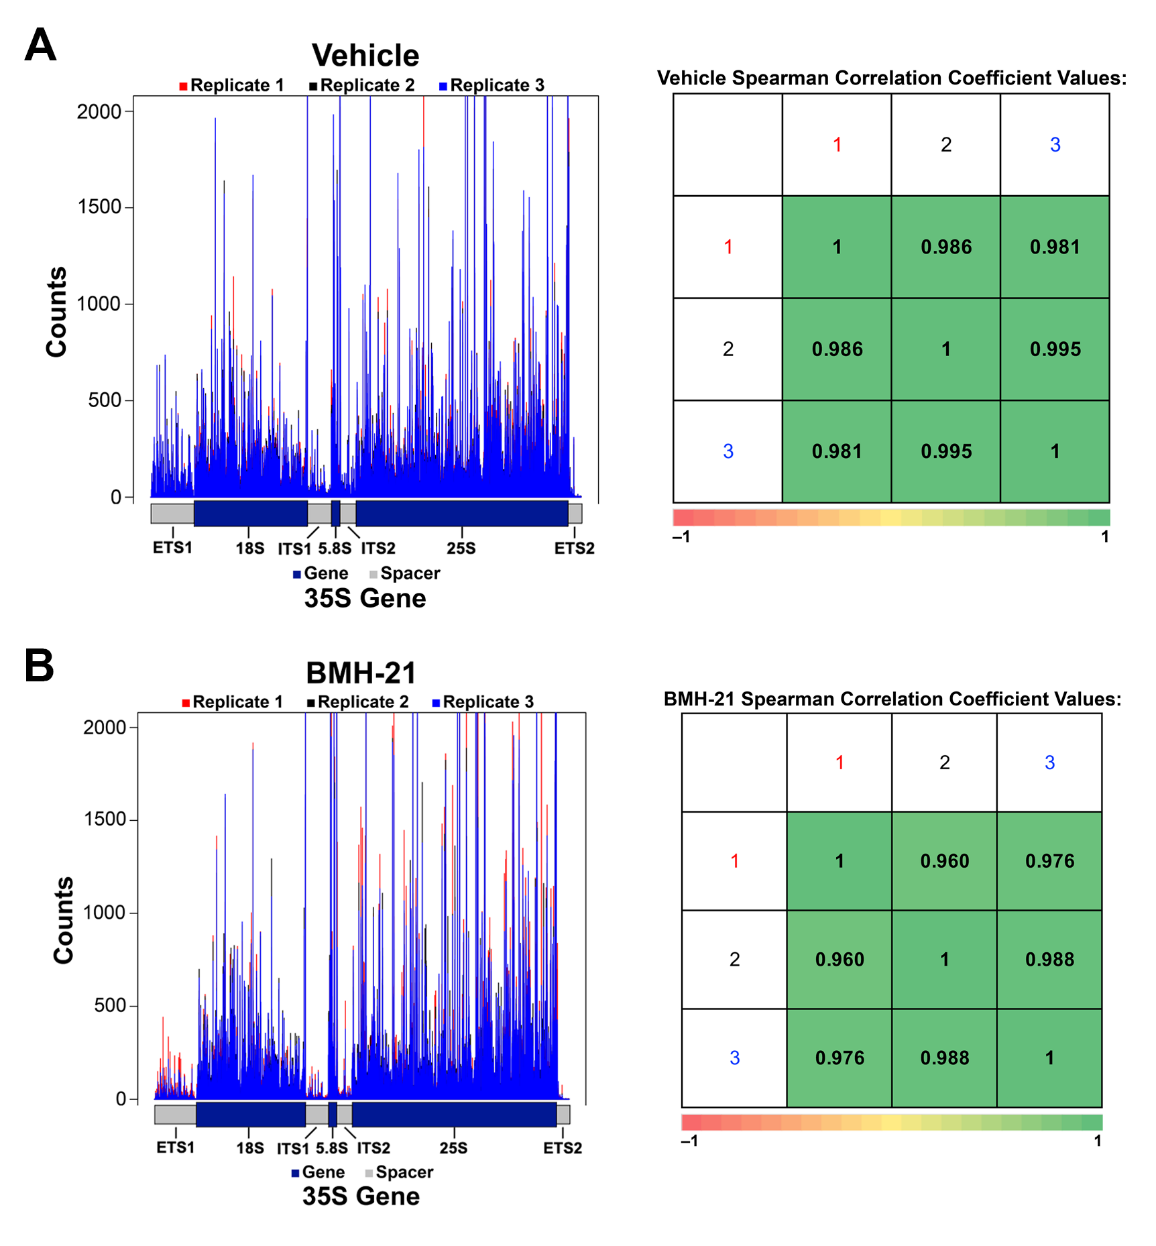
**

**Supplemental Figure S3. NET-seq experiments are reproducible.**

Yeast were treated for 2 minutes with either vehicle buffer (A) or BMH-21 (B), harvested, and prepared for NET-seq library generation. Histograms depicting Pol I occupancy (left panels) and Spearman correlation coefficient values (right panels) were plotted for vehicle-treated and BMH-21-treated yeast. These experiments were performed in triplicate, resultant libraries were aligned to the yeast genome (assembly R64-1-1), and 5’ read ends were mapped to the 35S gene.

**
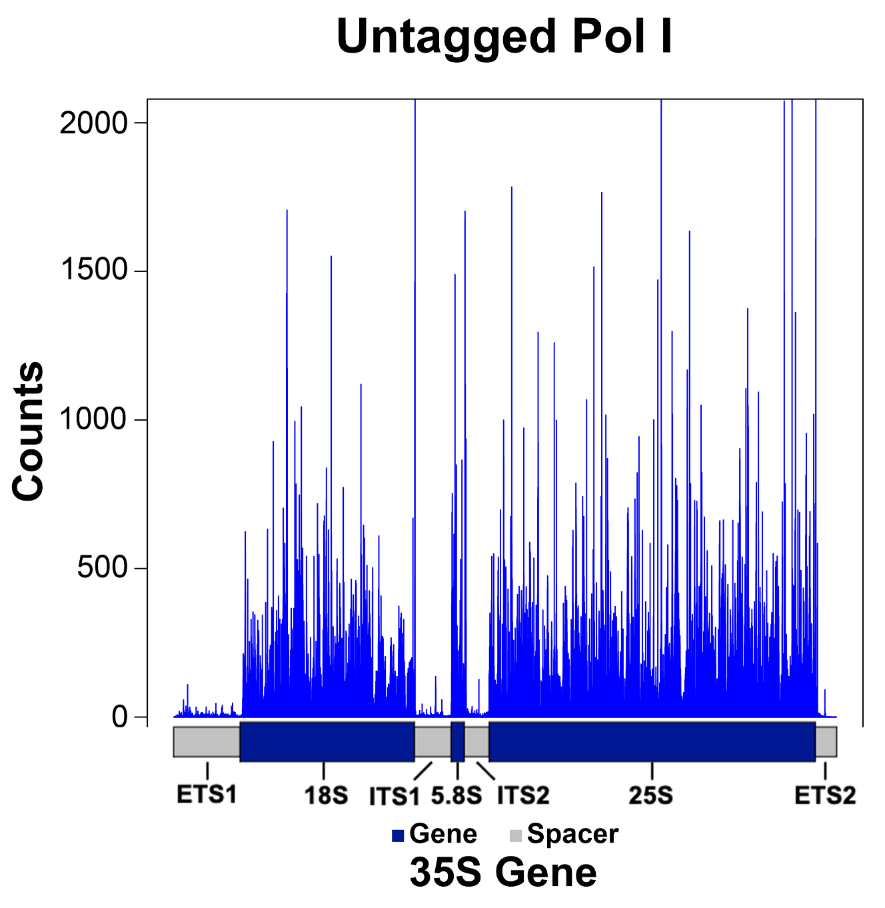
**

**Supplemental Figure S4. NET-seq performed with a yeast strain containing an untagged Pol I demonstrates a low amount of mature rRNA contamination in the spacer regions.**

NET-seq was performed with one sample of a yeast strain containing untagged Pol I. The 5’ end of these resultant reads were mapped back to the yeast genome and plotted in a histogram.

**
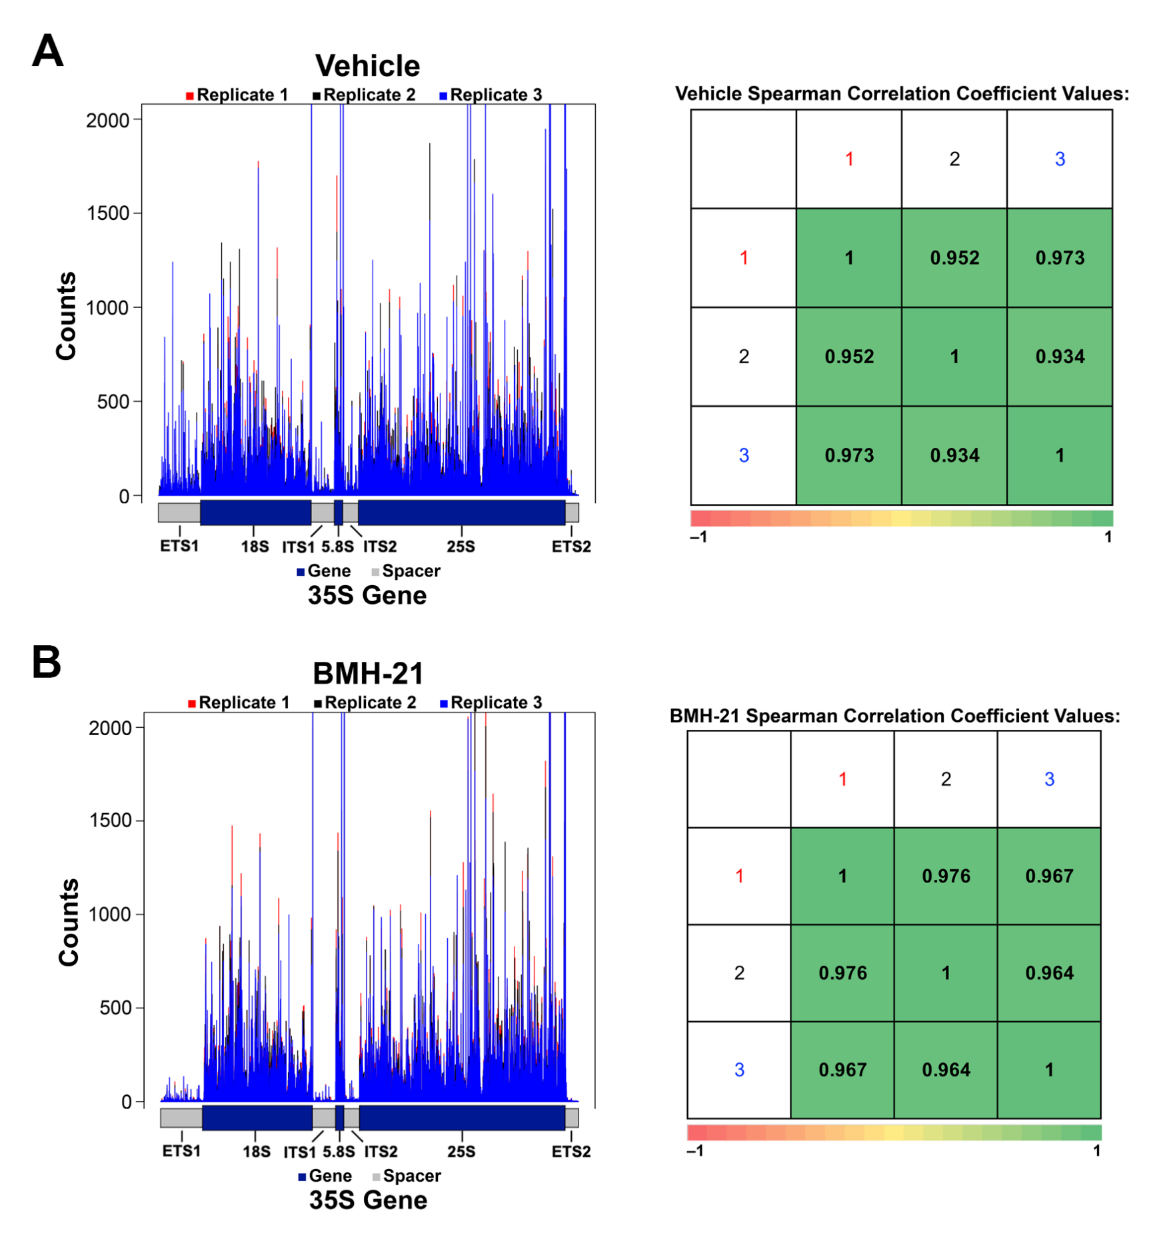
**

**Supplemental Figure S5. NET-seq experiments with a treatment time of 16 minutes are reproducible.**

Histograms (left panels) and Spearman correlation coefficient values (right panels) were generated for vehicle-treated (A) and BMH-21-treated (B) yeast. These experiments were performed in biological triplicate, and cells were treated with either vehicle buffer or BMH-21 for 15 minutes prior to an approximately 1-minute harvest.

**
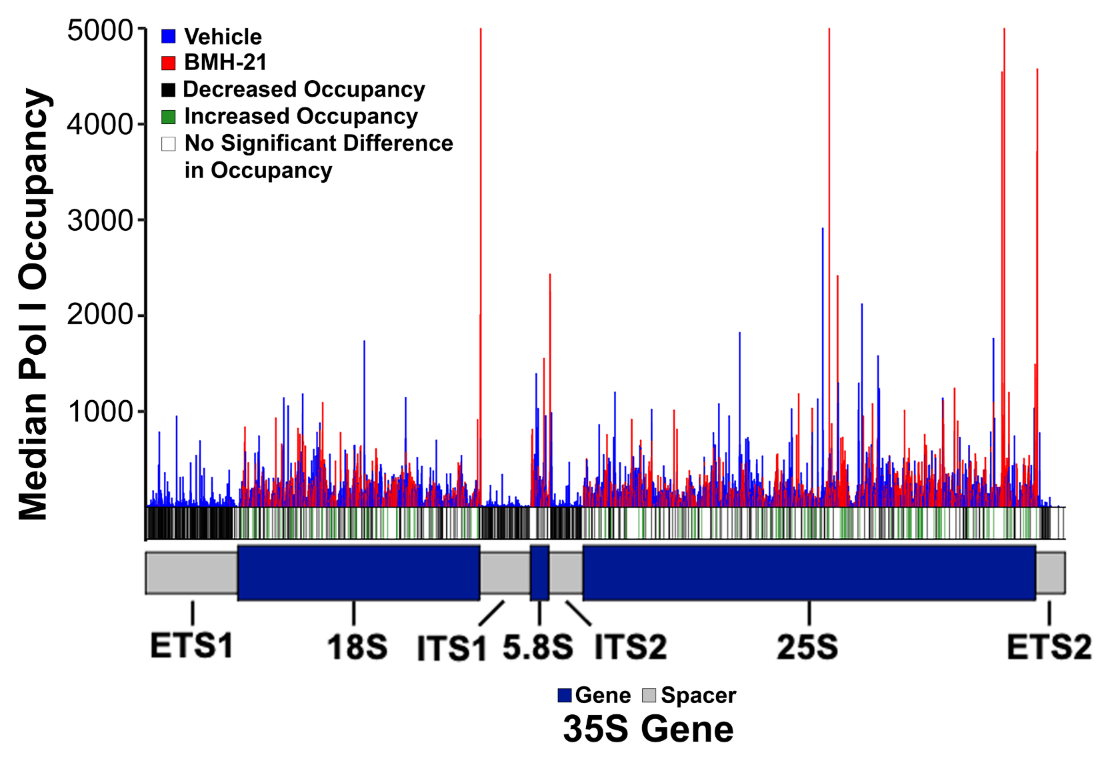
**

**Supplemental Figure S6. 16 minutes of BMH-21 treatment reduces Pol I occupancy.**

The median Pol I occupancy was determined and graphed from the libraries plotted in Figure S5. At each position, a t-test was performed to determine if there was a significant difference (*p* < 0.05) in occupancy. These differences are indicated in the bar below the histogram, with either green (increased occupancy), black (decreased occupancy) or white (no significant change) for the BMH-21-treated libraries vs. vehicle-treated.

**
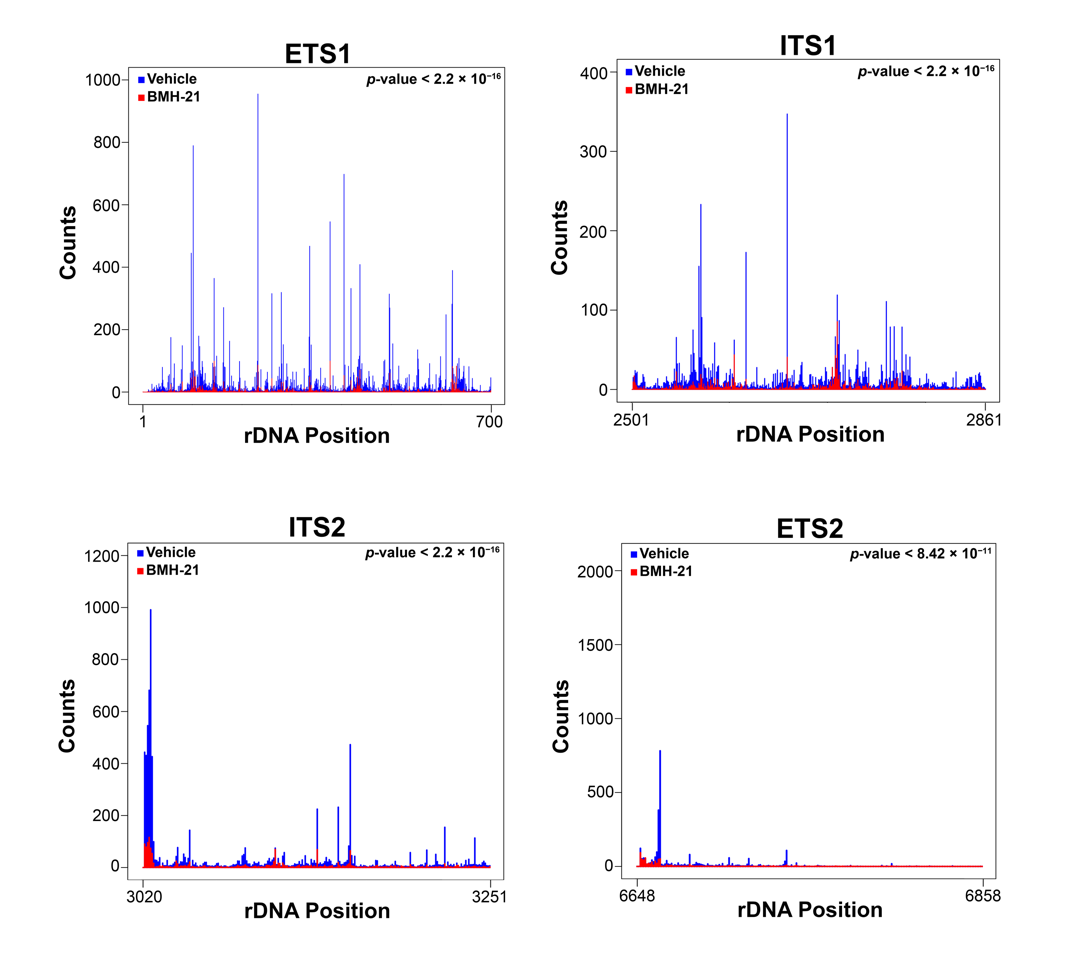
**

**Supplemental Figure S7. BMH-21 treatment reduces Pol I occupancy in the spacer regions after 16 minutes.**

The median occupancy for the vehicle-treated and BMH-21-treated libraries was plotted for the four spacer regions only (ETS1, ITS1, ITS2, and ETS2). The K-S test was run to determine whether the distribution patterns between treatment groups were significantly different, and these values are included in the inset at the top right corner of each graph.

**
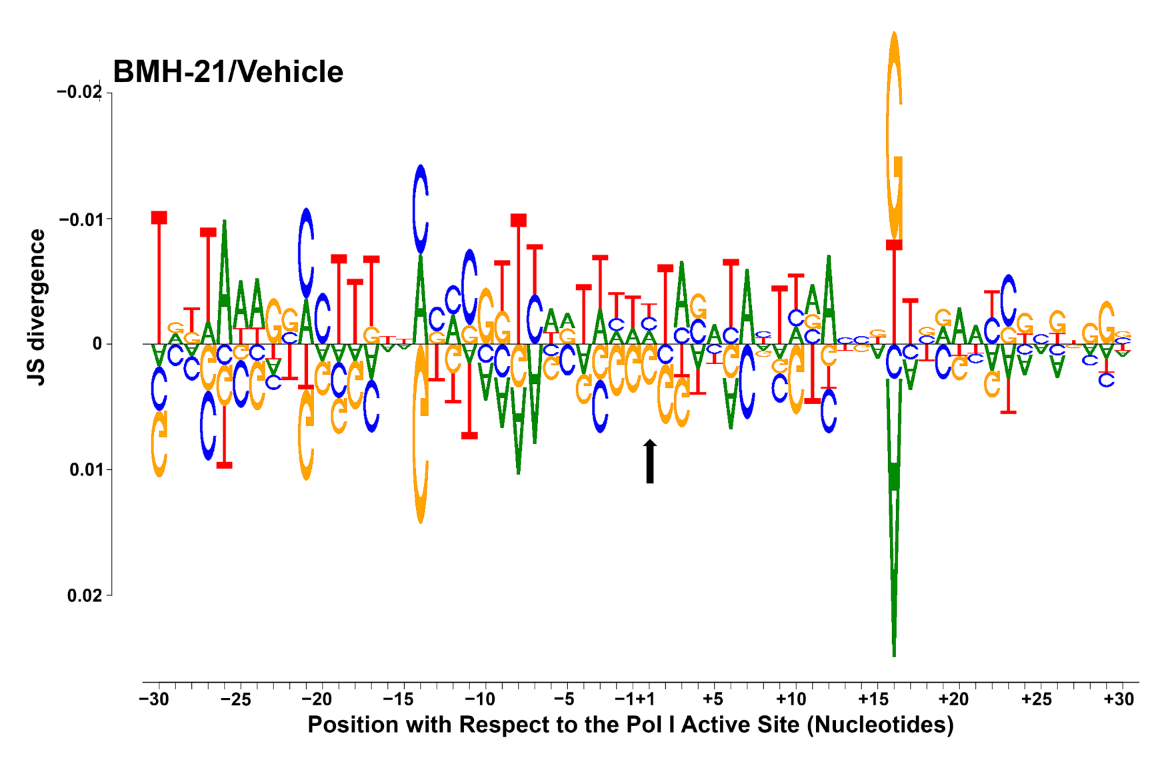
**

**Supplemental Figure S8. Pol I is repositioned on the rDNA template after 16 minutes of BMH-21 treatment.**

The software program DiffLogo was used to generate a DiffLogo of the sequence enrichments for the top 2.5% occupied positions in the spacer regions only for the BMH-21-treated (shown on top) and the vehicle-treated (shown on the bottom) libraries. The arrow indicates the last incorporated nucleotide into the RNA transcript, and these data are oriented with respect to the active site of Pol I.

| **Sample** | **Forward** | **Reverse** |
| --- | --- | --- |
| V1 | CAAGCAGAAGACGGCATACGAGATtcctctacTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| V2 | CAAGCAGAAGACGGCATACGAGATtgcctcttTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| V3 | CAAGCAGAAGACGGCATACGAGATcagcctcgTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| B1 | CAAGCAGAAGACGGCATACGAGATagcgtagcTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| B2 | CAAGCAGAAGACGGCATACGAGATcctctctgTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |
| B3 | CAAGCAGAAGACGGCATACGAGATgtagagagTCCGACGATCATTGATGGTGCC | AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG |

**Supplemental Table S1. Library amplification primers for NET-seq.**

This table includes the forward and reverse primers for the library amplification step of NET-seq. Each sample is included, with V1-3 indicating the vehicle-treated samples, and B1-3 indicating the BMH-21-treated samples.

| **Software** | **Version** |
| --- | --- |
| fqtrim | 0.9.7 |
| cutadapt | 1.12 |
| FastQC | 0.11.4 |
| STAR | 2.7.1a |
| SAMTools | 1.6 |
| BEDTools | 2.26.0 |
| R | 4.0.2 |
| dplyr | 1.0.2 |
| plyr | 1.8.6 |
| ggplot2 | 3.3.2 |
| ggseqlogo | 0.1 |
| ggpubr | 0.2.5 |
| cowplot | 1.1.1 |
| matrixStats | 0.58.0 |
| hexbin | 1.28.1 |
| tweedie | 2.3.3 |
| statmod | 1.4.35 |
| magritter | 1.5 |
| scales | 1.1.1 |
| tidyr | 1.1.2 |
| seqinr | 3.6-1 |
| zoo | 1.8-8 |
| DiffLogo | 2.14.0 |
| rclone | 1.48.0 |

**Supplemental Table S2. Software versions used for NET-seq data analysis.**

Software packages and the versions used are included in this table.

How the deposited data were processed for this re-analysis (not part of the article)

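NET-seq libraries of vehicle-treated and BMH-21-treated yeast at 2 min and 16 min, 3 per treatment and time and 12 in all, were analysed from the tables the authors deposited, one per treatment time. The authors trimmed and aligned the reads to assembly R64-1-1, assigned 5′ read ends to the positions of the 35S gene and deposited RPM values, in which each library is scaled to its read ends on the gene. They also deposited the mean and median of the replicates, the ratio of the means and an unadjusted p-value at each position. Every per-library column was used, and 0 were left out. The deposited p-value and ratio columns were used only to count the positions that pass the authors' threshold, with the direction from the ratio. The deposited means and medians were not used. The untagged Pol I control and the in vitro assays are not analysed here.

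Reads were recovered by dividing each library's RPM values by its smallest value, and 99.9% to 100% of the values came out whole. The depth over the 35S gene ranged from 1054374 to 10480384 reads, and the reads in the spacers from 9783 to 390651, so that spacer values of the BMH-21-treated libraries at 16 min rest on the fewest reads. Counting error is the only error such depths describe, since merging of reads by their molecular identifier is not stated in the paper's text. In all 12 libraries 10 positions have no reads, and 9 of these lie next to the 3′ end of a mature rRNA.

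Positions were tested within each treatment time with limma 3.58.1 in R 4.3.3 on log2(RPM + 1), for positions with a mean of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. As an alternative, edgeR 4.0.16 tested the recovered reads with its quasi-likelihood test. At 2 min it called 857 spacer positions lower and 7 higher, with 621 lower and 345 higher positions in the gene regions. At 16 min it called 419 spacer positions lower and 0 higher (834 and 0 at its own unadjusted p under 0.05), and 157 lower and 18 higher positions in the gene regions. On simulated reads with 200 positions changed 3-fold, limma and edgeR recovered 199 to 200 of them, with 8 to 15 false calls among at least 6739 tested positions. Each changed position had a vehicle mean of at least 10 RPM, as many were raised as lowered, and the dispersion was 0.03. The simulation therefore does not give the recovery at lower positions, with a larger spread or under a shift shared by the spacers.

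Shares of the 35S signal, base shares and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Per-library values were compared by exact permutation tests, two-sided, within each time (smallest p 0.1) and over both times with treatment permuted within time (400 arrangements, smallest p 0.005). The difference between the effects at the 2 times was tested by permuting time within treatment. That test is exact only where neither treatment changes with time, so its p also answers to a time change shared by or within the treatments. The K-S statistic was computed between the replicate medians of each spacer, with the p-value of scipy's asymptotic form. The form of this p-value was not set in advance, and the limiting Kolmogorov distribution was added as an alternative after it was seen to give the p-values of Figs. 6 and S7. On simulated reads with the 4 spacers lowered 3-fold, D lay between 0.227 and 0.457 over the 1504 spacer positions, and between 0.020 and 0.073 with unchanged spacers. Those reads held counting error only, with equal depth and no spread between replicates. The sequence context was taken from the top 2.5% of the spacer positions, with the last incorporated nucleotide at -1, over the windows -10 to -1 and +1 to +30.

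Some tests and alternatives were added, chosen or counted after results were seen, as stated where they appear. Apart from these and the form of that p-value, the tests, alternatives and rule for the positions named were fixed before the data were examined. By that rule the text names, in each spacer and at each time, the position with the highest vehicle median and that with the highest BMH-21 median, and at each time the spacer position most lowered and most raised among those at an adjusted p under 0.05; no spacer position was raised at 16 min. The alternatives covered the pseudocount (0.1 and 5), the filter on low values (none and a mean of at least 10), the scaling (sum over the gene regions, median ratio, and sum over the spacers), an unmoderated linear model, edgeR, leaving out each replicate, the replicate number as a block, positions within 30 nt of a mature rRNA end left out, the top 1%, 5% and 10% of positions, other windows, and ranking within each spacer. The median log2 fold change over the 35S gene at 2 min was -0.26 with the deposited scaling, -0.31 with the sum over the gene regions and -0.02 with the median ratio.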

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

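Of the tests in this part, those on the positions near mature rRNA ends behind the time difference in G and on the rise of the 25S position between the times were chosen only after the result was seen.

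The share of G from +1 to +30 at the top spacer positions differed between the treatment times. BMH-21 raised it by 1.93 points at 2 min and changed it by -0.03 points at 16 min, a difference of -1.96 points (exact permutation test of time within treatment, two-sided, p = 0.005, the smallest that 400 arrangements allow, and 0.055 after Benjamini-Hochberg adjustment over 11 measures). This test takes neither treatment to change with time, so its p also answers to the shift with vehicle, from 27.5% at 2 min to 28.3% at 16 min. The higher share at 2 min was seen in 3 of 3 BMH-21-treated libraries. Fewer spacer reads at 16 min argue little here, since thinning every library to 9783 spacer reads left the difference at -1.90 points, against a replicate SD of 0.482. Positions next to mature rRNA ends stay open. Without them the difference was -1.31 points (exact permutation test, two-sided, p = 0.06), which no longer passes 0.05 but remains larger than the replicate SD, so the part they play cannot be told apart. A difference in how Pol I responds over time was not tested apart from this.

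Position 6399 (XII 461171), in the 25S region, which the paper does not discuss, had the highest mean occupancy at 16 min. It held 60689 ± 9682 RPM with BMH-21 and 37107 ± 14954 RPM with vehicle (SD, n = 3 each), with each BMH-21-treated library above each vehicle-treated library. At 2 min it held 1910 ± 2333 RPM and 3428 ± 3983 RPM in the same order. The log2 fold change at 16 min was 0.77 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.211), so the treatments are not separated by that test. The sequence from 11 nt after the position, CTCCAC, is that of the first 6 bases of the linker after its random bases, and a candidate explanation is priming of reverse transcription within the rRNA. Of the other positions, 4 are followed by 5 of these bases. Their local peaks had a median percentile of 52.9 in the vehicle-treated libraries at 2 min, with a range of 19.8 to 95.5. The test was written without naming a condition, and the medians in the others were 48.3 (BMH-21, 2 min), 70.0 (vehicle, 16 min) and 71.2 (BMH-21, 16 min), so 4 sites leave it open. Among positions followed by at least 3 linker bases, the median rise from 2 to 16 min stood at percentile 79.9 of 10000 random sets with BMH-21, not apart from chance, and 97.3 with vehicle, above most random sets; the test asked for a rise in both treatments, so the outcome is mixed. In each treatment 4 of the sites lay in the top 1% where 0.65 and 0.66 are given by chance. Priming within the rRNA and a change in RNA at this position cannot be told apart by these values, and no biological explanation was tested.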

How the results depend on the processing

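The spacer share was lower after BMH-21 treatment under every alternative run, from -1.64 to -1.01 at 2 min and from -2.68 to -2.32 at 16 min across the fits that each left out 1 library. Over both times it lay between -2.07 and -1.76 across those fits, -1.96 relative to the gene regions, -1.86 without the highest 0.5% of positions and -2.05 without positions within 30 nt of a mature rRNA end. Leaving those positions out moved ITS2 to -1.31 at 2 min and -2.13 at 16 min and ETS2 at 2 min to -1.48. Added alternatives aside, and with block values that the design fixes included, the call or value was kept in 453 comparisons, moved in 94, and was weaker in 5, stronger in 4 and reversed in 5. Among single positions, unadjusted counts, divergences and gene-region shares, 35 were weaker, 7 stronger, 54 moved and 14 reversed. The cause was not tested.

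Replicate correlation fell over the spacers alone, to 0.975 (vehicle, 2 min), 0.908 (BMH-21, 2 min), 0.827 (vehicle, 16 min) and 0.598 (BMH-21, 16 min). Over the gene regions alone it was 0.923 (vehicle) and 0.947 (BMH-21) at 16 min. Spacer reads did not order these values: vehicle replicates 2 and 3 at 16 min (84006 and 61839 reads) gave 0.762, and BMH-21 replicates 2 and 3 at 2 min (49848 and 25318) 0.899.

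Counts at an adjusted p under 0.05 are from limma with Benjamini-Hochberg adjustment unless another test is named. Here and below, scaling by the sum over the spacers removes a shift shared by all spacer positions by construction. The count of lower spacer positions at 2 min, 976, was 615 with a mean of at least 10 (fewer positions tested), 479 with the median ratio, 139 with the sum over the spacers and 528 with the unmoderated linear model. With 1 library left out it ranged from 1 to 1236; it was 1 without vehicle replicate 2 or 3, 382 without vehicle replicate 1 and 456 without BMH-21 replicate 3, while the unadjusted counts ranged from 1040 to 1291. The 6 higher spacer positions became 64 with the sum over the spacers, 0 with the unmoderated linear model (6 at its own unadjusted p under 0.05) and 0 to 15 with 1 library left out (6 to 20 at an unadjusted p under 0.05). They were 15 without BMH-21 replicate 2 and 0 without vehicle replicate 1, 2 or 3 or BMH-21 replicate 3. In the gene regions at 2 min, 604 lower and 234 higher positions (27.9% higher) became 170 and 502 (74.7% higher) with the median ratio. With 1 library left out they ranged from 0 to 786 lower and 0 to 286 higher (675 to 1460 and 254 to 506 at an unadjusted p under 0.05). Both were 0 without vehicle replicate 2 or 3, 225 and 16 without vehicle replicate 1, and 202 and 13 without BMH-21 replicate 3.

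At 16 min, the 664 lower spacer positions became 392 with pseudocount 0.1, 391 with a mean of at least 10, 195 with the unmoderated linear model, 419 with edgeR and 0 with the sum over the spacers (124 lower and 70 higher at an unadjusted p under 0.05). Leaving out 1 library gave 453 to 687. The 120 lower positions of the gene regions became 61 with the unmoderated linear model and 56 to 117 with 1 library left out: 56 without vehicle replicate 1, 60 without vehicle replicate 3, 65 without BMH-21 replicate 1 and 62 without BMH-21 replicate 2. The 7 higher ones became 3 with pseudocount 0.1, 16 with pseudocount 5, 12 with a mean of at least 10, 3 with the sum over the gene regions, 27 with the median ratio, 14 with the unmoderated linear model and 18 with edgeR. With 1 library left out they ranged from 0 to 12 (94 to 174 at an unadjusted p under 0.05), with 0 without vehicle replicate 1 or BMH-21 replicate 3, 12 without vehicle replicate 2, 2 without vehicle replicate 3 or BMH-21 replicate 1, and 3 without BMH-21 replicate 2. The 120 lower and 7 higher calls (5.51% higher) became 81 and 27 (25.0%) with the median ratio and 61 and 14 (18.7%) with the unmoderated linear model.

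Scaling each spacer to its own sum removes a shared shift by construction. The signed D was then -0.043 in ETS1 at 2 min, a size within the 0.020 to 0.073 of simulated unchanged spacers. In ITS2 at 16 min it was -0.134. The other values pointed towards lower BMH-21 values. At 2 min they were 0.144 in ITS1, 0.246 in ITS2 and 0.227 in ETS2, all above 0.073. At 16 min they were 0.184 in ETS1, 0.252 in ITS1 and 0.294 in ETS2. The simulated reads held counting error only and were not scaled in this way, so lying above 0.073 does not show a changed shape.

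The T difference from -10 to -1 at 2 min, 11.0 points, was 4.89 with the top 1%, 6.00 with the top 5%, 3.11 with the top 10%, 1.05 with ranking within each spacer, -0.81 without positions near mature rRNA ends and 4.20 with all spacer positions weighted by their value. At 16 min, 5.53 points became 1.56, 4.18, 2.40, 0.44, 0.91 and 1.02 in the same order, and 4.12 with windows shifted by 1 nt. Over both times it was 0.75 with ranking within each spacer (p = 0.325) and 0.051 without positions near the ends (p = 1); the other alternatives gave an unadjusted p of 0.005 to 0.030 (exact permutation tests, two-sided), apart from the replicate block.

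The G difference from -10 to -1 at 2 min was -1.60 with the top 10%, -0.61 with ranking within each spacer, 0.20 without positions near the ends and -3.14 weighted by value. At 16 min it was 2.00 with the top 1%, 1.05 with ranking within each spacer and 0.41 weighted by value, and ranged from -1.97 to -0.66 with 1 library left out, -0.66 being without BMH-21 replicate 2. Over both times it was -1.36 weighted by value (p = 0.085), -0.78 with the top 1% (p = 0.58), -0.45 without positions near the ends (p = 0.46) and 0.22 with ranking within each spacer (p = 0.82; exact permutation tests, two-sided), where the sign reversed.

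The G difference from +1 to +30 at 2 min was -0.52 with the top 1%, 0.80 with the top 10%, -0.23 with ranking within each spacer, 0.77 without positions near the ends, 0.25 weighted by value and 5.33 in the window +16 to +28. At 16 min it was -1.56 with the top 1%, 0.61 with the top 5%, -1.26 with ranking within each spacer, -0.54 without positions near the ends, 0.61 in the window +11 to +20 and 1.55 in the window +16 to +28. Over both times it was 3.44 in the window +16 to +28 (p = 0.005), 1.18 with the top 5% (p = 0.015), -1.04 with the top 1% (p = 0.21) and -0.75 with ranking within each spacer (p = 0.14; exact permutation tests, two-sided). It ranged from 0.77 to 1.13 with 1 library left out: 1.02 without vehicle replicate 2 at 16 min (p = 0.045) and 1.13 without BMH-21 replicate 3 at 16 min (p = 0.015; exact permutation tests, two-sided). The window +16 to +28 without positions near the ends, chosen after the data were seen, gave 0.54 at 2 min, -1.48 at 16 min and -0.47 over both times (exact permutation test, two-sided, p = 0.51).

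Signs reversed at named positions. Position 2710 at 2 min became 0.20 with the median ratio and 1.26 with the sum over the spacers, and ranged from -0.15 to 0.10 with 1 library left out, 0.10 being without BMH-21 replicate 2, and at 16 min 2.07 with the sum over the spacers. Position 3025 at 2 min became 0.030 and 1.10 under the same scalings and ranged from -0.52 to 0.0060, the latter without BMH-21 replicate 2. With the sum over the spacers, position 6661 at 2 min became 0.27 and position 3024 at 16 min 0.034. Position 6650 at 16 min became -0.036 with the sum over the gene regions, -4.49 RPM with the unmoderated linear model and -0.068 with edgeR, and ranged from -0.41 (without vehicle replicate 2) to 0.39 (without vehicle replicate 3); without BMH-21 replicate 3 it was -0.31.

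By limma with Benjamini-Hochberg adjustment, calls at the named positions at 2 min depended on single libraries (adjusted p in parentheses). Position 232 lost its call without vehicle replicate 1, 2 or 3 or BMH-21 replicate 3 (0.056 to 0.076), with the median ratio (0.052) and with the sum over the spacers (0.187). Position 6662 lost it without the same libraries (0.059 to 0.072) and with the sum over the spacers (0.066). Without vehicle replicate 2 or 3, the adjusted p was 0.051 and 0.052 at position 679 and 0.057 and 0.052 at position 2571, which was 0.053 with the sum over the spacers. Position 2613 lost its call without any 1 library but BMH-21 replicate 2 (0.071 to 0.10), with pseudocount 0.1 (0.076), the sum over the gene regions (0.053), the median ratio (0.056) and the unmoderated linear model (0.15). Position 6661 gained a call without BMH-21 replicate 1 (0.0067), and with the sum over the spacers 2710 (0.019) and 3025 (0.013) were higher. At 16 min, the sum over the spacers removed the calls at 232, 643, 2659, 3024, 3025 and 6662 (0.210 to 0.979), and the unmoderated linear model those at 643 (0.153), 3024 (0.075) and 6662 (0.224). Position 377 gained a call with pseudocount 5 (0.028) and edgeR (0.0093).

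By exact permutation tests, two-sided, over both times, the 18S share changed by -0.07 (p = 0.06, 0.005 to 0.39 over the alternatives) and the 5.8S share by 0.18 (p = 0.05, 0.01 to 0.155); both had p = 0.01 by that exact test without vehicle replicate 3 at 16 min.

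The replicate numbers did not pair the samples at 2 min, and at 16 min this stays open. Deviations of same-numbered libraries from group means correlated at -0.36, -0.10 and -0.13 at 2 min and 0.09, 0.08 and 0.30 at 16 min. Those of different-numbered libraries lay between -0.35 and 0.37 at 2 min and between -0.17 and 0.079 at 16 min. At 16 min no different-numbered value exceeded a same-numbered one. With the replicate number as a block, limma with Benjamini-Hochberg adjustment called 466 lower and 0 higher spacer positions (1144 and 8 at an unadjusted p under 0.05) and 168 lower and 7 higher positions of the gene regions at 2 min, and 3 higher positions of the gene regions at 16 min. The block cannot change a mean difference in this balanced design, only its p. Positions 232 (0.057) and 2613 (0.13) lost their call at 2 min; over both times the spacer share and the T difference had p = 0.031, the smallest possible (exact sign-flip permutation tests).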

Differences from the paper's values

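The minus log10 of the K-S p-value for ETS2 differed from the paper's. It was 7.88 at 2 min, against the paper's about 7.6 in Fig. 6, and 10.5 at 16 min, against about 10 in Fig. S7, both read by eye and put on the log scale. Of the alternatives set before the data were examined, leaving out vehicle replicate 3 gave 7.61 at 2 min, near the paper's value, and the others did not at 2 min, nor did any at 16 min. The p-value of the limiting Kolmogorov distribution in place of scipy's asymptotic form gave 7.61 and 10.1, near the paper's values at both times; it was chosen after seeing the values.

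A divergence is called near the paper's where the larger is at most 1.5 times the smaller, or where they differ by no more than the SD over the values with 1 library left out. The heights in Figs. 7 and S8 were read by eye and checked again after the values had been computed. For the 3 divergences compared, the Jensen-Shannon divergence between the top positions of the treatments differed from the paper's. At -4 at 2 min it was 0.044, against the paper's about 0.022 in Fig. 7, read by eye. Of the alternatives set before the data were examined, those without positions within 30 nt of a mature rRNA end (0.018) and with windows shifted by 1 nt (0.023) fell near the paper's value, and the others did not. At +16 at 2 min it was 0.027, against the paper's about 0.018 in Fig. 7, read by eye; leaving out the positions near the ends (0.019), ranking within each spacer (0.010), and leaving out BMH-21 replicate 1 (0.022) or 2 (0.019) came near it, and the other alternatives did not (0.043 without vehicle replicate 2). At +16 at 16 min it was 0.059, against the paper's about 0.025 in Fig. S8, read by eye; leaving out the positions near the ends (0.019), ranking within each spacer (0.033) and leaving out BMH-21 replicate 1 (0.033) came near it, and the other alternatives did not. Fig. S8 draws the arrow of the last incorporated nucleotide at about +1, read by eye, and Fig. 7 at -1, so +16 in Fig. S8 may be another position. With windows shifted by 1 nt, which puts that nucleotide at +1, the divergence was 7.6e-04.

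Settings added after seeing the values were also run. The height on 1 side of the axis, which is the divergence multiplied by 0.5, was 0.022 at -4, 0.014 at +16 at 2 min and 0.029 at +16 at 16 min, and all of these came near the paper's values; it was chosen after seeing the values. Sets pooled over the replicates gave 0.034, 0.024 and 0.031, their union 0.042, 0.023 and 0.030, and their intersection 0.026, 0.022 and 0.037, in the same order; these too were chosen after seeing the values. The pooled and union sets came near the paper's values at +16 and the intersection at all 3.

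The legend of Fig. 5 gives black for increased and green for decreased occupancy, while the Results give black for decreased and green for increased. By limma with Benjamini-Hochberg adjustment, 976 spacer positions were lower and 6 higher. The paper states that Pol I occupancy was reduced across the 35S gene. At 2 min the shares of the gene regions went both ways, from 27.3% to 25.1% in the 18S region, from 4.05% to 5.16% in the 5.8S region and from 63.1% to 67.4% in the 25S region. Shares are parts of the same total, so a lower spacer share alone raises the joint share of the gene regions. The paper names mature rRNA contamination in the gene regions and turns to the spacers for nascent transcription. These shares therefore do not contradict its statement. By limma with Benjamini-Hochberg adjustment, 604 gene-region positions were lower and 234 higher, and 170 and 502 with the median ratio. The paper places Pol I upstream of G-rich regions after the short BMH-21 treatment, in contrast to vehicle, and states that the longer treatment gave like results. At 16 min, G from +1 to +30 made up 28.3% of the bases in both treatments, above the 23.1% over all spacer positions, and the treatments differed by -0.03 points. The difference was 1.55 points in the window +16 to +28 (exact permutation test, two-sided, p = 0.1, the smallest possible), 0.61 in the window +11 to +20, 0.61 with the top 5%, 0.30 with the top 10% and -0.23 to 0.34 with 1 library left out. It was negative with the top 1%, ranking within each spacer, windows shifted by 1 nt, positions weighted by value, and positions near mature rRNA ends left out.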

Other observations

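Of the tests in this part, the divisions of the libraries were counted only after the results were seen, and the plain spacer scaling had been seen before the version without positions near mature rRNA ends was chosen.

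The T-rich context of the top BMH-21 positions may come from spacer positions next to a mature rRNA end. Without positions within 30 nt of an end, the difference in T from -10 to -1 was -0.81 points at 2 min (pooled SD 0.917) and 0.91 points at 16 min (pooled SD 1.81), both within 1 SD of 0, in a test that could have left them in place. The first 15 nt of ETS2 hold 10 of the 38 top BMH-21 positions at 2 min and 2 of the 38 top vehicle positions. RNA 3′ ends near the end of the 25S region would raise these positions without Pol I being paused there, and so would Pol I itself; the libraries do not separate the sources. For G from +1 to +30, these positions are not the whole source at 2 min, since the difference stayed at 0.77 points (pooled SD 0.332), although over both times it was 0.12 points (exact permutation test, two-sided, p = 0.79). At 16 min it was -0.54 points without them, and with all positions there was no difference to explain.

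ITS2 and ETS2 lost less of their share than ETS1 at 2 min, by 0.82 on the log2 scale (pooled SD 0.176). Without the positions near mature rRNA ends the gap was 0.29 (pooled SD 0.194; exact permutation test, two-sided, p = 0.2). The positions near the ends may therefore account for part of the gap but not, by the measure of 1 SD, for all of it. A change in where Pol I sits along the gene stays open and was not tested apart from this.

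More mature rRNA in the BMH-21 libraries would lower the spacer share with no change in Pol I, since each library is scaled to its own total. It would leave the pattern within the spacers unchanged. With values scaled by the sum over spacer positions more than 30 nt from an end, 81 of 1227 positions changed at 2 min at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, and 0 of 1191 at 16 min (324 and 166 at an unadjusted p under 0.05). The other divisions of the libraries gave 0 at both times (up to 59 and 95 at an unadjusted p under 0.05), but each of them mixes the treatments, so a treatment difference adds to the residual and the comparison decides nothing. A changed pattern within the spacers at 2 min also leaves open what lowered their total share. More mature rRNA and less Pol I cannot be told apart at either time. Neither value measures the amount of Pol I per cell.

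The 6 libraries of a treatment time can be divided into 3 and 3 in 10 ways, so no share under 0.1 can be reached. By limma with Benjamini-Hochberg adjustment, 1 of the 10 splits, the real one, gave as many changed positions at an adjusted p under 0.05 as observed at 2 min (1820 over the 35S gene), and 1 of the 10 at 16 min (791). Each other split gave 0 at both times (up to 371 at 2 min and 478 at 16 min at an unadjusted p under 0.05), but mixes the treatments, so that their difference adds to its residual. For the K-S statistic, 1 of the 10 splits, the real one, gave a D as large in ETS1, ITS1, ITS2 and ETS2 at 2 min and at 16 min.

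Within ETS1, the log2 change in windows of 100 nt lay between -2.02 and -1.53 at 2 min and between -3.05 and -2.37 at 16 min.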
